# Transcriptomes of cochlear inner and outer hair cells from adult mice

**DOI:** 10.1038/sdata.2018.199

**Published:** 2018-10-02

**Authors:** Yi Li, Huizhan Liu, Kimberlee P. Giffen, Lei Chen, Kirk W. Beisel, David Z. Z. He

**Keywords:** RNA sequencing, Gene expression, Hair cell

## Abstract

Inner hair cells (IHCs) and outer hair cells (OHCs) are the two anatomically and functionally distinct types of mechanosensitive receptor cells in the mammalian cochlea. The molecular mechanisms defining their morphological and functional specializations are largely unclear. As a first step to uncover the underlying mechanisms, we examined the transcriptomes of IHCs and OHCs isolated from adult CBA/J mouse cochleae. One thousand IHCs and OHCs were separately collected using the suction pipette technique. RNA sequencing of IHCs and OHCs was performed and their transcriptomes were analyzed. The results were validated by comparing some IHC and OHC preferentially expressed genes between present study and published microarray-based data as well as by real-time qPCR. Antibody-based immunocytochemistry was used to validate preferential expression of SLC7A14 and DNM3 in IHCs and OHCs. These data are expected to serve as a highly valuable resource for unraveling the molecular mechanisms underlying different biological properties of IHCs and OHCs as well as to provide a road map for future characterization of genes expressed in IHCs and OHCs.

## Background & Summary

Hair cells are the sensory receptors of both the auditory system and the vestibular system in the ears of all vertebrates. Hair cells transduce mechanical stimuli, i.e., movement in their environment, into electrical activity^1,2^. There are two types of hair cells in the mammalian cochlea, inner hair cells (IHCs) and outer hair cells (OHCs). These two types of hair cells are anatomically and functionally distinct^3^. Although much is known about how IHCs and OHCs function in hearing, we have limited knowledge of molecular mechanisms, i.e., gene expression and regulation, that underlie their distinct morphological and functional specializations.

While all cells in multicellular organisms have nearly identical genome, the genes that are transcribed are different for each cell type. Diverse patterns of gene expression and post-transcriptional regulation of gene expression by miRNA underlie phenotypic variances of different cell types. Genome-wide characterization of cell-specific transcriptomes is central to understanding the biological property of a cell or a population of cells. High-throughput mRNA sequencing (RNA-seq) allows simultaneous transcript discovery and abundance estimation with a wide dynamic range and lower false-negative and false-positive discovery rates^4,5^. Direct sequencing of RNA libraries also provides the opportunity to explore alternative splicing, a key mechanism that contributes to transcriptome diversity^6–8^. Transcriptome analysis has emerged as a powerful tool in revealing the genetic and molecular profile of a cell or a population of cells.

In a previous study, we used the microarray technique to examine transcriptional profiling of purified IHCs and OHCs from adult mice^9^. Although microarray is a powerful technique, it has limitations in dynamic range and identification of multiple splice variants of the genes. Furthermore, it relies on prerequisite sequence information, which precludes analysis of unannotated genes^10^. Because of this, 22 to 24% of the transcripts detected in our previous microarray study were uncharacterized or unannotated transcripts or genes^9^. Hair cell-specific transcriptomes have been analyzed using RNA-seq in several recent studies^11–14^. However, these studies analyzed transcriptomes of cochlear and vestibular hair cells only from embryonic and neonatal mice. Furthermore, those studies did not distinguish between IHCs and OHCs.

Here, we describe transcriptome-wide profiling of IHCs and OHCs obtained from one-month-old CBA/J mouse cochleae to provide a comprehensive view of the gene expression in IHCs and OHCs. Unlike some other mouse strains (such as C57/B6) which carry mutations that can cause early onset of age-related hearing loss, CBA/J mice do not exhibit age-related hearing loss until 18 months of age. We took advantage of the established pulled glass pipette technique^9,15^ and distinct morphology of the two types of hair cells to separately collect 1,000 isolated IHCs and OHCs. Two biological replicates of IHCs and three replicates of OHCs, each containing 1,000 hair cells, were prepared for RNA-seq. An overview of the study design is depicted in Fig. 1a. Transcriptomes of adult IHCs and OHCs from microarray technique^9^, as well as neonatal hair cells from RNA-seq^11–14^ were presented along with transcriptomes from the current study. We validated our results by comparing some IHC and OHC preferentially expressed genes between the present study and previous studies^9,11–14^ as well as by real-time quantitative PCR (RT qPCR). In addition, we used antibody-based immunostaining to show the preferential expression of SLC7A14 and DNM3, whose function in hair cells has not been characterized. While SLC7A14 showed strong staining in the soma of IHCs, DNM3 was detected in the stereocilia bundle of only OHCs. These two genes/proteins can be used as specific markers for adult IHCs and OHCs. Finally, we examined the expression of deafness-related genes in hair cells. Mutations or deficiencies affecting approximately 150 genes have been linked to inherited syndromic or non-syndromic hearing loss^16^. We analyzed the expression of 143 known deafness genes, excluding X-chromosome-linked genes, and showed 128 genes are expressed in hair cells.

Our dataset is expected to serve as a highly valuable resource for unraveling the molecular mechanisms underlying different biological properties of IHCs and OHCs. The dataset will also provide a road map for future characterization of genes expressed in these two types of hair cells and for assisting the auditory research community in exploring the functions of deafness-related genes.

## Methods

### Hair cell isolation and collection

CBA/J mice aged between 28 and 35 days old were used for the study. The basilar membrane together with the organ of Corti was isolated as described before^15^. The sensory epithelium was transferred to an enzymatic digestion medium containing 1 ml L-15 and 1 mg Collagenase IV (Sigma) in a small Petri dish. After 5 min for incubation at room temperature (20 ± 2 ^o^C), the tissue was transferred to a small plastic chamber (0.8 ml in volume) containing enzyme-free Leibovitz’s L-15 medium (7.35 pH, 300 mOsm). Hair cells were separated after gentle trituration of the basilar membrane with a 200 μL Eppendorf pipette tip. The chamber containing the hair cells was then mounted onto the stage of an inverted Olympus IX71 microscope equipped with a video camera. The chamber (with inlet and outlet) was perfused with fresh L-15 medium to wash out debris for 5 min. IHCs and OHCs in most cases retained their distinct morphological feature after isolation. Some representative images of solitary IHCs and OHCs are presented in Fig. 1b.

To collect solitary hair cells, two pulled glass pipettes with a diameter of ~30 μm were used to pick up and transfer IHCs and OHCs. Each pipette was designated for one cell type to prevent cell type contamination in the pipette. The pickup pipette was fabricated from 1.5 mm thin-wall glass tubing pulled by a two-stage electrode puller. The pipettes were mounted in two separate electrode holders mounted on two Narashigi micromanipulators (Narashigi, Japan). The suction port of the pipette holder, held by the micromanipulator, was connected to a micrometer-driven syringe to provide positive or negative pressure to draw in or expel the cells. An image of an OHC before being drawn into a pickup pipette is shown in Fig. 1c. A video showing a mouse OHC being drawing into a pickup pipette is provided (Data Citation 1). IHCs and OHCs were identified based on their morphology under direct visual observation and solitary hair cells that were not attached to any other cell types were collected. Any hair cells with ambiguous morphology were excluded. Hair cells were transferred to a microcentrifuge tube containing 50 μl RNA*later* (Thermo Fisher Scientific, Waltham, MA) after ~10 cells were collected in the pipette. Cells were expelled from the pipette by applying positive pressure. This step was repeated until approximately 50 to 80 IHCs and 100 to 150 OHCs were collected from each mouse. Thirty mice were used for the collection of two biological replicates of IHCs and three replicates of OHCs.

### RNA isolation, amplification

Approximately 1,000 cells suspended in 100 μL RNA*Later* from each biological replicate were used to extract total RNA, including small RNAs (>~18 nucleotides), using the Qiagen miRNeasy mini plus Kit (Qiagen Sciences Inc, Germantown, MD). DNA contamination was eliminated by on-column DNase digestion. The quality and quantity of RNA after purification was examined using an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA) and compared to examples of pure RNA results found in the Agilent 2100 Bioanalyzer 2100 Expert User’s Guide. Total RNA from each sample was approximately 8 to 10 ng/μl (with ~3–4 μl total for each sample). These samples were reverse transcribed into cDNA and amplified using the SMART-Seq V4 Ultra Low Input RNA kit (Clontech Laboratories, Inc., Mountain View, CA).

### RNA-sequencing and bioinformatic analyses

Genome-wide transcriptome libraries were produced from biological replicates of IHCs and OHCs. SMART-Seq V4 Ultra Low Input RNA kit (Clontech) was used to generate cDNA in combination with the Nextera Library preparation kit (Illumina, Inc., San Diego, CA). To ensure the inserts were the appropriate size and to determine concentration prior to sequencing, a Bioanalyzer 2100 and a Qubit fluorometer (Invitrogen) were used to assess library size and concentration. Transcriptome libraries were sequenced using the HiSeq 2500 Sequencing System (Illumina). Libraries were multiplexed and three samples per lane were sequenced as 100-bp paired-end reads. This generated approximately 100 million reads per sample. The files from the multiplexed RNA-seq samples were demulitplexed and fastq files representing each library and quality control data were generated.

### Bioinformatics analyses

CLC Genomics Workbench software (CLC bio, Waltham, MA, USA) was used to map the reads to the mouse genome (mm10, build name GRCm38) and generate gene expression values in the normalized form of reads per kilobase of transcript per million mapped reads (RPKM) values. Reads were mapped to exonic, intronic, and intergenic sections of the genome. Gene expression estimates were derived from the mapped reads using HTSeq count^17^. Ingenuity IPA program (www.ingenuity.com) and DAVID^18^ were used for functional annotation. Entrez Gene, HGNC, OMIM, and Ensembl database were used for verification, reference, and analyses.

### Code availability

No custom code was used in any of these analyses.

### Real-time qPCR

We validated the expression of 26 genes using RT qPCR. RT qPCR experiments were run on an Applied Biosystems 7500 Fast Real-Time PCR system. Ten microliters of Powerup SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) was used in each 20 microliter reaction. Primer concentrations were 450 nM. The original cDNA samples were diluted twenty-fold with two microliters for every reaction. The fast thermal cycling mode of the Applied Biosystems 7500 instrument was used. We calculated ∆Ct values (∆Ct = Ct^(GOI)^ − Ct^AVG HKG^) of each gene (gene of interest or GOI) after normalizing to Ct value of a house-keeping gene (HKG). For comparing differential expression of a gene between IHCs and OHCs, we calculated ∆∆Ct, where ∆∆Ct = ∆Ct (IHCs) − ∆Ct (OHCs)^19^. Thus, a positive value would suggest that this gene has a higher expression value in IHCs than OHCs, whereas a negative value suggesting higher expression in OHCs than in IHCs.

The sequences of the oligonucleotide primers were designed using A plasmid Editor (ApE) software (http://biologylabs.utah.edu/jorgensen/wayned/ape/) and BLAST searches (http://blast.ncbinlm.nih.gov/Blast.cgi.) to find unique and appropriate sequences with melting temperatures above 60 °C that had predicted low rates of homodimerization. Oligonucleotide primers were acquired from Integrated DNA Technologies (Coralville, Iowa). The sequences of oligonucleotide primers are shown in Table 1.

### Immunocytochemistry

Cochleae were perfused with 4% formaldehyde in phosphate buffered saline (PBS) and the basilar membrane together with the organ of Corti was dissected out. The tissue was treated with 0.2% Triton X-100/PBS and goat serum (10%) was used to block nonspecific binding. The tissue was then incubated with antibodies (anti-Slc7a14: HPA045929, Lot: R43519 from Atlas Antibodies; anti-Dnm3: AB3458, Lot: GR154711-3 from Abcam) and washed with PBS, followed by incubation with secondary antibodies (Life Technologies, Lot# 1579044). The samples were mounted on glass slides with antifade solution (Prolong Antifade Kit, Invitrogen, Carlsbad, CA) before imaging on a Leica Confocal Microscope (Leica TCS SP8 MP). Three cochleae from three adult CBA/J mice were used for immunodetection.

## Data Records

Raw fastq sequencing files, comprised of 2 biological repeats of IHCs and 3 biological repeats of OHCs, each with 2 technical repeats, have been deposited in the NCBI Sequence Read Archive (Data Citation 2). The individual accession numbers for each biological and technical replicate is provided in Table 2. An excel file containing the RPKM gene expression values of each biological and technical repeat of IHCs and OHCs is included as “GSE111348_Inner_and_outer_ hair_cells_RPKM.xlsx” (Data Citation 3). 

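The table behind the RNA-seq experiment holds one RPKM value per gene for each of the 10 technical repeats, which are 2 sequencing lanes of each of 5 libraries. IHCs, the receptors that pass the sound signal on to the auditory nerve, gave 2 libraries, and OHCs, which amplify the vibration of the organ of Corti, gave 3. Each library was made from about 1000 cells picked one by one from cochleae of CBA/J mice, a strain that keeps its hearing for most of its life. The paper gives an age of 28 to 35 days, the miRNeasy kit and the SMART-Seq V4 kit, while the sample labels give 28 to 32 days, the RNeasy kit and the SMARTer Low Input kit. The authors mapped the reads to GRCm38 with CLC Genomics Workbench, and the values were used as deposited. The number of reads behind a value was recovered from the value itself. Each value multiplied by the exon length of its gene in a GRCm38 annotation gave a whole number of reads, within 0.01 reads, for 69.8% to 70.6% of the values of a lane, and 5737 of 19961 genes detected in any lane needed another length, which was found from their values. The number of reads used as the divisor was 10176735 to 11150678 per lane in IHCs (median 10647966, 4 lanes) and 9932733 to 11571938 in OHCs (median 10505258, 6 lanes). This gives 19987044 to 23083994 per library, and the values use this number, whereas the paper reports approximately 100 M reads generated per sample. The values do not tell whether read pairs were counted as 1 or as 2. Of this number 92.8% fell in listed genes in IHCs and 86.6% to 86.8% in OHCs. For a gene of 2 kb, 3 reads in a library correspond to 0.0650 to 0.0750 RPKM, and this floor covers counting error only, because reads without molecular identifiers are not independent molecules.
The 2 lanes of a library were averaged, since they are the same cDNA, so that n is 2 libraries of IHCs and 3 of OHCs. All means at the conclusions are given in RPKM with their SD over these libraries. IHCs and OHCs were compared with limma on log2(RPKM + 0.1), with a two-sided test and Benjamini-Hochberg adjustment, over the 16462 genes with at least 0.1 RPKM in at least 2 libraries. A log2 difference is IHC minus OHC throughout, and a fold is the ratio of the mean RPKM of the cell types. With 10 splits of 5 libraries, an exact permutation test of one gene cannot go under p = 0.1. The test, the filter, the gene lists and the rule for naming genes were chosen before the data were examined. The paper does not state which mice went into which replicate, so that the p-values measure only the spread between these libraries, which may be technical. Gene positions are those of GRCm38. The liver, microarray and neonatal data of the paper were not used here.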

Since microarray-based transcriptomes of IHCs and OHCs from adult CBA/J mice are available from our previous study (Data Citation 4)^9^, we aligned the expression values of all the genes detected from RNA-seq and microarray, according to the Ensembl annotated gene names (symbols). We also obtained transcriptome datasets (Data Citation 5 and Data Citation 6) of neonatal cochlear hair cells from two published studies^12,13^. The gene expression values together with transcriptome datasets from these published studies are included for comparison in Data Citation 7. Alignment of each gene from different studies was also assisted by reference to Ensembl, HGNC, Entrez Gene and OMIM. Additional resources such as the gEAR (https://www.umgear.org) and SHIELD (https://shield.hms.harvard.edu/index.html) were also used for reference and verification.

## Technical Validation

### RNA quality control and RNA-seq quality control

We analyzed RNA quality and concentration of our samples to determine their suitability for RNA-sequencing using an Agilent 2100 BioAnalyzer. In addition to using the 2:1 ratio (28S:18S) as an indication for determining the integrity of RNA in the electropherogram, we also used the RIN (RNA integrity number) software algorithm to evaluate the quality of our RNA samples. All of our samples had a RIN of 9, indicating that the integrity of RNA samples was high with minimal degradation.

### Sequencing accuracy

We used the FastQC app (version 1.0.0) on the Illumina cloud computing interface (https://basespace.illumina.com/ome/index) to examine the quality of the reads. The analysis compared the read signals to the probability of accurate base-reading with a Phred quality score^20^. The fastq files generated from RNA-sequencing were analyzed for base-reading accuracy. All our sequencing runs exceeded 30, which reflects a 99.9% accuracy of the correct base at a given nucleotide in the sequence. This suggests that the RNA-sequencing performed was of high quality and unambiguous. We used Phred quality score ≥ 30 as the high-quality cutoff in our analysis for all samples.

### Reproducibility of biological samples

Correlation coefficient was used to examine reproducibility of biological and technical replicates of IHCs and OHCs. Fig. 2a presents three plots of comparison among three biological replicates OHCs while Fig. 2b shows the comparison among three technical repeats of the dataset for OHCs. As shown, the data points are all concentrated near the line (replicate 1) with small deviation. The mean correlation coefficient between biological replicates of OHCs is 0.994 ± 0.0003 (mean ± SD), while the mean correlation coefficient between technical repeats of OHCs is 0.999 ± 0.0045. 

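Ocm (ENSMUSG00000029618, chromosome 5 of GRCm38 from 144019804 to 144026670), which encodes oncomodulin, a calcium buffer of OHCs, had 13011 ± 491 RPKM (SD, n = 3) in OHCs. Mgst1 (ENSMUSG00000008540), a microsomal glutathione transferase, had 209 ± 3.95 RPKM. The mitochondrial gene mt-Co1, a subunit of cytochrome c oxidase that shares 61.8% of its sequence words with other genes, had 5167 ± 14.5 RPKM. Across genes with at least 0.1 RPKM in both members of a pair, Pearson's r of log10 RPKM between the OHC replicates was 0.9882 for replicates 1 and 2 (14962 genes), 0.9889 for 1 and 3 (14976 genes) and 0.9922 for 2 and 3 (15004 genes), with a mean of 0.9897 ± 0.0021 (SD, 3 pairs). Between the technical repeats it was 0.9761 in OHC replicate 1, 0.9903 in replicate 2 and 0.9899 in replicate 3, with a mean of 0.9854 ± 0.0081 (SD, 3 libraries). These coefficients run over genes, which are not independent replicates, and the paper does not state on which scale its coefficients were taken.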

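In the 2 IHC libraries, Calm2 (ENSMUSG00000036438, chromosome 17 of GRCm38 from 87433412 to 87446935), one of the genes for calmodulin, had 12908 ± 293 RPKM (SD, n = 2). Calb2 (ENSMUSG00000003657), which encodes the calcium buffer calretinin, had 5119.8 ± 56.0 RPKM, and Atp2a3 (ENSMUSG00000020788), a calcium pump of the endoplasmic reticulum, had 456 ± 11.8 RPKM. Across 14429 genes, the same coefficient between the IHC replicates was 0.9927, from a single pair. Between technical repeats it was 0.9745 in IHC replicate 1 and 0.9741 in IHC replicate 2 (mean 0.9743), so that the lanes of an IHC library were less alike than the IHC libraries. Between libraries of different cell types the coefficient was 0.906 ± 0.0022 (SD, 6 pairs), from 0.903 to 0.909, under every coefficient within a cell type.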

The correlation coefficient between biological replicates of IHCs is 0.9984 ± 0.0003 (mean ± SD), and the coefficient between technical repeats is 0.994 ± 0.0045. The analysis suggests that the results were highly reproducible.

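The lanes of a library differed mainly in genes that share sequence with other genes or overlap them. Of the alpha-globin genes, Hba-a1 had 501 reads in the first lane and 1286 in the second of IHC replicate 1, and Hba-a2 had 1276 reads in the first lane and 466 in the second. In OHC replicate 2 Hba-a1 had 2014 reads in the first lane and 2047 in the second. In a test of the reads of each gene in the lanes of one library (exact binomial test, two-sided, Benjamini-Hochberg), 676 genes differed in IHC replicate 1, 670 in IHC replicate 2 and 720 in OHC replicate 1, against 1 in OHC replicate 2 and 0 in OHC replicate 3. Among the genes testable in the first 3 libraries, 499 differed in each of them, which is 4.15%, with 210 higher and 289 lower in the second lane. Of these genes 94.7% share at least 10% of their sequence words of 31 bases with other genes, against 18.3% of the other genes. Exons of another gene overlap 70.1% of them, against 36.7% of the other genes, and sequence shared through overlap counts among the words. Without the genes whose lanes differ in all 3 libraries, the mean coefficient between technical repeats was 0.9894 in OHCs and 0.9889 in IHCs, a setting chosen after seeing the data. Below, the second lanes of these 3 libraries are called the other 3 lanes, and the remaining 7 the lanes processed alike. The names rest on these counts only, since how the processing of the lanes differed is not known. From the coefficients of both cell types, the paper proposes that the results were highly reproducible.

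**Figure D1:**
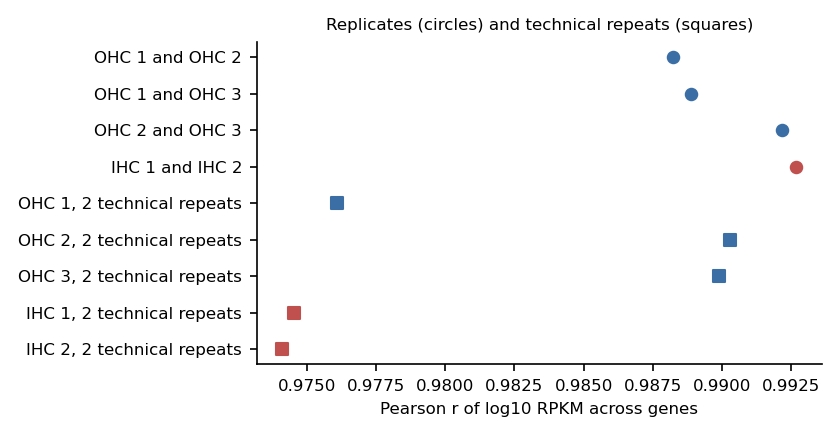
Pearson's r of log10 RPKM across genes for each pair of replicate libraries (circles) and for the 2 technical repeats of each library (squares), IHCs in red and OHCs in blue. The technical repeats of IHC replicates 1 and 2 and of OHC replicate 1 lie furthest to the left, and no pair was left out.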

Principal component analysis (PCA) is a technique commonly used to measure levels of variation and similarity among gene expression datasets. We used PCA to examine similarity of gene expression of different cell populations as well as reproducibility of biological replicates. Fig. 3c shows PCA of the gene expression profiles of IHCs and OHCs. Transcriptome data of mouse liver cells from a published study^21^ was downloaded and normalized with our data set. As shown, the expression profiles of OHCs are highly reproducible as the data points from three biological and three technical repeats are clustered all together with small variability. Similarly, the expression profiles of IHCs are also highly reproducible. However, the datasets of IHCs and OHCs are separated by a large distance, suggesting that their gene expression profiles are different. 

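On the OHC side of the first principal component, the genes with the largest weights among those named by the rule were, in order, Pmch, the precursor of melanin-concentrating hormone, Mansc4, the neutrophil genes Ngp and S100a8, Wfdc1, Kcnj13, a potassium channel, Umodl1 and C1ql1, a secreted C1q-like protein, while S100a9, also of neutrophils, and Slc26a5, which encodes the motor protein prestin, ranked lower. In a principal component analysis of log2(RPKM + 0.1) over the 16462 genes tested, with genes centred and not scaled, the first component held 66.1% and the second 19.0% of the variance among the 10 lanes. On the first component, both lanes of OHC replicate 2 (-65.7 and -66.0), both lanes of OHC replicate 3 (-65.3 and -65.0) and the first lane of OHC replicate 1 (-66.1) lay together. The second lane of OHC replicate 1 lay at -41.1. On the second component this lane had a score of -83.7, against 9.86 to 11.7 for the other 5. Among the 100 genes with the largest weights, 94 on the second component and 5 on the first are genes whose lanes differ in IHC replicates 1 and 2 and OHC replicate 1.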

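On the IHC side of that component, large weights belonged to Nrgn, which encodes the calmodulin-binding protein neurogranin, Prdm12, a zinc-finger transcriptional regulator, March4, a membrane-bound ubiquitin ligase, and Ednrb, a receptor for endothelins. IHC replicates 1 and 2 had scores of 79.5 and 80.2 in their first lanes and of 104 and 105 in their second lanes. On the second component the first lanes had 53.3 and 54.5, and the second lanes -39.9 and -40.1. The IHC lanes therefore grouped by lane number and not by replicate on both axes.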

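Of 16462 genes tested with limma and Benjamini-Hochberg adjustment, 5659 were higher in IHCs and 5663 higher in OHCs at an adjusted p under 0.05, and 1824 and 2638 of them by at least 2-fold. The counts by at least 2-fold were 858 and 886 with a pseudocount of 1, and 1166 and 1369 with a filter of at least 1 RPKM. The largest differences were ranked among genes with a mean of at least 5 RPKM in the higher cell type and libraries that do not overlap, without predicted genes and pseudogenes. Of these, the 12 with the largest difference toward IHCs were Nrgn, Prdm12, Tpbgl, Tctex1d1, March4, Dleu7, Myl4, Ccne1, Ednrb, Ip6k3, Rps6ka2 and Aldh1b1, with log2 differences of 5.64 to 6.61. The 12 toward OHCs were Pmch, Mansc4, Ngp, S100a8, Wfdc1, Kcnj13, Umodl1, C1ql1, Cacng5, Myoz1, Mmp23 and Hs3st3b1, with log2 differences of -6.26 to -7.72. March4 (ENSMUSG00000039372, chromosome 1 of GRCm38 from 72427112 to 72536930) had 25.2 ± 0.515 RPKM (SD, n = 2) in IHCs and 0.313 ± 0.0343 (SD, n = 3) in OHCs, a log2 difference of 5.94 (standard error 0.101, adjusted p = 4.85e-07). Tpbgl (ENSMUSG00000096606), which shares 38.5% of its sequence words with other genes, was 91.6-fold higher in IHCs (109 ± 2.54 against 1.19 ± 0.127 RPKM, adjusted p = 2.94e-07). Mansc4 (ENSMUSG00000072662, chromosome 6 of GRCm38 from 147075060 to 147087032) had 188 ± 3.27 RPKM in OHCs and 0.896 ± 0.126 in IHCs, a log2 difference of -7.56 (standard error 0.0776, adjusted p = 1.04e-07). Mmp23 (ENSMUSG00000029061), a metalloproteinase, was 99.3-fold higher in OHCs (47.7 ± 1.26 against 0.480 ± 0.0269 RPKM, adjusted p = 8.02e-08), and Cacng5 (ENSMUSG00000040373), an auxiliary subunit of glutamate receptors, 121-fold (30.4 ± 0.878 against 0.250 ± 0.0103 RPKM, adjusted p = 8.02e-08). Markers of fibrocytes, stria vascularis, leukocytes, vessels and erythrocytes were also higher in the OHC libraries (43 of 59 past the test, 5 higher in IHCs). The distance between IHC and OHC lanes in the space of all tested genes was 173 on average, from 159.6 upward, and 82.3 between lanes of one cell type, at most 112, a ratio of 2.10. With only the 7 lanes processed alike, chosen after seeing the data, 5569 genes were higher in IHCs and 5485 in OHCs, and with only the other 3 lanes (2 of IHCs and 1 of OHCs), likewise chosen, 4505 and 3203, of which 1639 and 1488 by at least 2-fold. From the distance in the plot of the components, the paper proposes that the gene expression profiles of IHCs and OHCs are different.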

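Most genes of hair cell function differed between the cell types, in both directions, as did most genes tested (5659 higher in IHCs and 5663 higher in OHCs of 16462). Of 40 genes of the ribbon synapse and exocytosis, 17 were higher in IHCs, 14 higher in OHCs and 9 did not pass the test (camera adjusted p = 0.403). Rims2, a scaffold of the active zone, had 7.05 ± 0.0220 RPKM (SD, n = 2) in IHCs and 0.158 ± 0.0144 (SD, n = 3) in OHCs, and Cabp1, a calcium sensor that modulates calcium channels, had 12.4 ± 0.0296 and 0.327 ± 0.130. Cabp2, another such sensor and the strongest gene of the list, was 2.12-fold higher in IHCs. Of 31 genes of endocytosis, 16 were higher in IHCs, 13 higher in OHCs and 2 did not pass the test (camera adjusted p = 0.482). Bin1, which bends membranes, was 20.4-fold and Dnm1, the dynamin of synaptic vesicle retrieval, 11.1-fold higher in IHCs, while Sh3gl3, an endophilin, was 37.6-fold higher in OHCs (171 ± 4.04 RPKM). Ap2m1, a clathrin adaptor that shares 33.2% of its sequence words with other genes, was 1.53-fold higher in IHCs. Of 15 genes of mechanotransduction, 5 were higher in IHCs, 9 higher in OHCs and 1 did not pass the test (camera adjusted p = 0.158). Clrn2, a clarin of the hair bundle, was 5.19-fold higher in IHCs, and Tmie, a component of the transduction complex, 4.06-fold and Cdh23, a cadherin of the tip link, 1.95-fold higher in OHCs. Of 37 genes of the stereocilia, 14 were higher in IHCs, 19 higher in OHCs and 4 did not pass the test (camera adjusted p = 0.524). Whrn, the scaffold protein whirlin, was 19.3-fold higher in IHCs and Pdzd7, a scaffold of the ankle links, 6.27-fold higher in OHCs. Actg1, gamma-actin, which shares 42.9% of its sequence words, was 1.46-fold higher in IHCs. Of 36 potassium channel genes, 14 were higher in IHCs, 17 higher in OHCs and 5 did not pass the test (camera adjusted p = 0.49). Kcnab1, an auxiliary subunit, was 45.9-fold, Kcnk3, a leak channel, 27.7-fold and Kcna10, a voltage-gated channel, 4.04-fold higher in IHCs, and Kcna5, also voltage-gated, was at least 66.2-fold higher in OHCs (3.41 ± 0.187 RPKM against 0 reads in IHCs, bounded by 3 reads per library). Of 30 genes of calcium binding and transport, 10 were higher in IHCs, 16 higher in OHCs and 4 did not pass the test (camera adjusted p = 0.395). Necab2, a neuronal calcium-binding protein, was 108-fold and Calb1, the buffer calbindin, 48.6-fold higher in OHCs. Every fold named here had an adjusted p of at most 6.24e-05 in limma, and the standard error of the log2 difference was at most 0.243. Adjusted over the list alone the counts of these lists were the same, except for 18 potassium channel genes higher in OHCs.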

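Of 22 genes of the OHC motor and lateral wall, 6 were higher in IHCs, 14 higher in OHCs and 2 did not pass the test (camera adjusted p = 0.0380, and adjusted p = 0.353 with an estimated correlation). This call ended without the variance trend (adjusted p = 0.0698) and without OHC replicate 1 (0.0516). Aqp11, an aquaporin, had 299.9 ± 2.71 RPKM in OHCs and 12.9 ± 0.585 in IHCs (log2 difference -4.53, standard error 0.0351, adjusted p = 7.93e-08). Of 13 genes known from vestibular hair cells, 3 were higher in IHCs, 9 higher in OHCs and 1 did not pass the test (camera adjusted p = 0.00942, and adjusted p = 0.353 with an estimated correlation). Among the members higher in OHCs were Slc26a5, Ocm and Necab2, which cochlear OHCs are also known to express, and Tectb, a protein of the tectorial membrane, which was 30.2-fold higher in OHCs. Of 12 genes of the efferent synapse, 3 were higher in IHCs, 6 higher in OHCs and 3 did not pass the test (camera adjusted p = 0.148), and Chrna1, an acetylcholine receptor subunit best known from muscle, was 11.4-fold higher in IHCs. Of 33 transcription factors and regulators of hair cells, 12 were higher in IHCs, 17 higher in OHCs and 4 did not pass the test (camera adjusted p = 0.340). Etv5 was 24.5-fold higher in IHCs. Pou4f3, which hair cells need to survive, was 1.28-fold higher in IHCs. These folds had adjusted p of at most 4.60e-04 in limma with standard errors of at most 0.227, and adjusted over the list alone the counts did not change. The markers of fibrocytes, stria vascularis, leukocytes, vessels and erythrocytes were mostly higher in the same OHC libraries as the lateral wall genes.

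**Figure D2:**
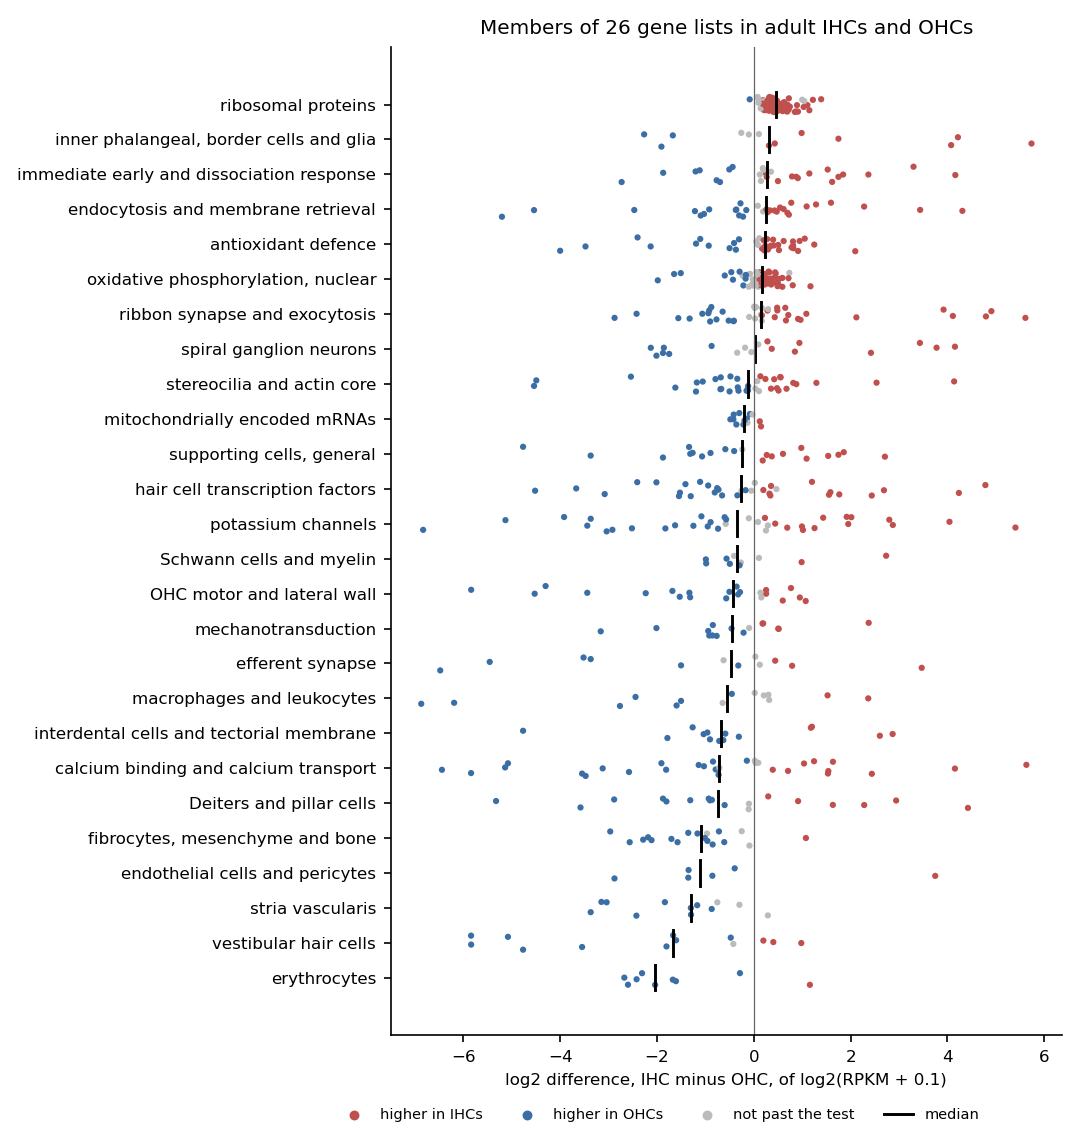
Log2 difference, IHC minus OHC, of log2(RPKM + 0.1) for each tested member of 26 gene lists (points, red higher in IHCs, blue higher in OHCs, grey not past the test), with a line at the median of each list. Most lists hold points on both sides of 0, and ribosomal protein genes lie close together above it.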

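Genes of protein synthesis and energy metabolism differed by small amounts and mostly in 1 direction per group. Of 81 ribosomal protein genes, 71 were higher in IHCs, 1 higher in OHCs and 9 did not pass the test (camera adjusted p = 3.24e-10, and adjusted p = 0.482 with an estimated correlation; 72 higher in IHCs when adjusted over the list alone). Rpl22l1 had 46.6 ± 1.26 RPKM (SD, n = 2) in IHCs and 20.0 ± 0.923 (SD, n = 3) in OHCs, and Rpl35a 24.3 ± 1.23 and 11.2 ± 0.590. Rplp1, a protein of the ribosomal stalk, was 2.61-fold higher in IHCs, but it is one of 11 members whose lanes differ, with 300.2 against 124 RPKM and a log2 difference of 1.28 in the 7 lanes processed alike. Of 81 nuclear genes of oxidative phosphorylation, 48 were higher in IHCs, 10 higher in OHCs and 23 did not pass the test (camera adjusted p = 0.00141, and adjusted p = 0.564 with an estimated correlation). This call ended under quantile normalization (adjusted p = 0.810) and with the other 3 lanes, which leave 1 OHC library. With all 10 lanes and duplicateCorrelation, a preranked form of camera took the place of camera and gave an adjusted p of 0.0502. Ndufa2, of complex I, was 2.25-fold higher in IHCs, while Ndufa8, also of complex I, was 2.85-fold and Cox8b, an isoform of a cytochrome c oxidase subunit found in muscle, 3.14-fold higher in OHCs. Of the 13 mRNAs of the mitochondrial genome, 2 were higher in IHCs, 9 higher in OHCs and 2 did not pass the test (camera adjusted p = 0.0548; 10 higher in OHCs when adjusted over the list alone). mt-Atp6 had 7109.6 ± 229 RPKM in IHCs and 9125 ± 212 in OHCs, and mt-Co2 1609.8 ± 47.4 and 2251 ± 23.9, and both share their whole sequence with nuclear copies. Of 37 genes of antioxidant defence, 23 were higher in IHCs, 11 higher in OHCs and 3 did not pass the test (camera adjusted p = 0.0548, toward IHCs, as was the median, while the mean of the list lay toward OHCs). Gstm1, a glutathione transferase that shares 23.6% of its sequence words, was 11.2-fold and Txnrd1, a thioredoxin reductase, 4.40-fold higher in OHCs. Of 27 genes that respond within minutes to stimulation or to dissociation of tissue, 14 were higher in IHCs, 8 higher in OHCs and 5 did not pass the test (camera adjusted p = 0.0708; 15 higher in IHCs when adjusted over the list alone). Cyr61, a secreted matrix protein, had 381 ± 4.11 RPKM in IHCs and 21.2 ± 0.344 in OHCs. Nr4a1, a nuclear receptor, was 10.7-fold and Hspa1a, a heat shock protein that shares 68.9% of its sequence words, 5.58-fold higher in IHCs. Atf3, a stress-response transcription factor, was at least 8.32-fold higher in OHCs (0.569 ± 0.101 RPKM against 0 reads in IHCs, bounded by 3 reads per library). The largest adjusted p among these genes in limma was 0.00374, with standard errors of at most 0.295. By fry, which tests a list against no change and not against the other genes, the mixed test asks whether members change in either direction, and all 26 lists passed (largest adjusted p = 8.75e-04), and by its directional test all but endocytosis (adjusted p = 0.233). That test put Schwann cell and myelin genes toward IHCs (adjusted p = 3.43e-04), where camera, the median and the counts lay toward OHCs.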

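Markers of cells next to the hair cells differed in both directions between the libraries. Of 13 markers of inner phalangeal cells, border cells and glia of the inner row, 7 were higher in IHCs, 3 higher in OHCs and 3 did not pass the test (camera adjusted p = 0.203; 4 higher in OHCs when adjusted over the list alone). Cdh2, N-cadherin, had 4.97 ± 0.123 RPKM (SD, n = 2) in the IHC and 0.174 ± 0.0294 (SD, n = 3) in the OHC libraries, Gjb2, connexin 26, 405 ± 1.57 and 121 ± 1.55, and Fabp7, a fatty acid-binding protein of glia, 4.52 ± 0.224 and 22.1 ± 0.242. Ednrb and Slc1a3, which the paper tested by RT qPCR as high in IHCs, are also members of this list and were higher in IHCs. Of 18 markers of Deiters and pillar cells, 6 were higher in IHCs, 10 higher in OHCs and 2 did not pass the test (camera adjusted p = 0.158). Fgfr3, a growth factor receptor of pillar cells, was 45.6-fold higher in OHC libraries, and Lgr6, a Wnt pathway receptor, 42.0-fold and Cd44, an adhesion protein, 8.32-fold higher in IHC libraries. Of 21 general supporting cell markers, 10 were higher in IHCs, 10 higher in OHCs and 1 did not pass the test (camera adjusted p = 0.747), and Slc6a14, an amino acid transporter, was 7.09-fold higher in IHC libraries. Of 14 genes of interdental cells and the tectorial membrane, 4 were higher in IHCs, 10 higher in OHCs and 0 did not pass the test (camera adjusted p = 0.0708). Ceacam16, a tectorial membrane protein, had 3292 ± 159 RPKM in OHC and 1756 ± 24.1 in IHC libraries, and, its lanes being among those that differ, 1708 against 3257 RPKM and a log2 difference of -0.93 in the 7 lanes processed alike. Col9a3, a collagen chain, was 3.51-fold higher in OHC and Itgb3, an integrin, 20.6-fold higher in IHC libraries. Of 18 markers of spiral ganglion neurons, 8 were higher in IHCs, 6 higher in OHCs and 4 did not pass the test (camera adjusted p = 0.602). When adjusted over the list alone, 7 were higher in OHCs. Sncg, gamma-synuclein, was 11.1-fold and Ntrk2, a neurotrophin receptor, 23.9-fold higher in IHC libraries. The strongest member, and one of the 8, was Calb2, with 5119.8 RPKM in IHC and 287 in OHC libraries. This calcium buffer gene is also named above for the IHC libraries, so that it need not mark neurons here. Of 10 Schwann cell and myelin genes, 2 were higher in IHCs, 5 higher in OHCs and 3 did not pass the test (camera adjusted p = 0.434), with Drp2, a dystrophin-related protein, at least 32.2-fold higher in IHC libraries (0 reads in OHCs, bounded by 3 reads per library) and Mbp, myelin basic protein, 2.08-fold higher in OHC libraries. Adjusted over the list alone the other counts were the same.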

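Markers of fibrocytes, stria vascularis, erythrocytes, leukocytes and vessels, from outside the sensory epithelium, were mostly higher in the OHC libraries. Spiral ganglion, Schwann cell and interdental cell markers, which are given above, also come from outside it. Of these, 8, 2 and 4 were higher in IHCs and 6, 5 and 10 higher in OHCs, in that order. Of 18 markers of fibrocytes, mesenchyme and bone, 1 was higher in IHCs, 14 higher in OHCs and 3 did not pass the test (camera adjusted p = 4.00e-05, and adjusted p = 0.353 with an estimated correlation). Sparc, a matrix protein and the strongest of the list, had 251 ± 4.06 RPKM (SD, n = 2) in IHC and 413 ± 3.51 (SD, n = 3) in OHC libraries, and Igfbp2, a binding protein of insulin-like growth factors, 9.66 ± 0.0638 and 76.2 ± 2.35. Of 12 markers of the stria vascularis, 0 were higher in IHCs, 9 higher in OHCs and 3 did not pass the test (camera adjusted p = 0.00610). With an estimated correlation camera gave an adjusted p of 0.353, and adjusted over the list alone 10 were higher in OHCs. With all 10 lanes and duplicateCorrelation, where the preranked form of camera was used, the call ended (adjusted p = 0.0509). Atp1b2, a subunit of the sodium pump, was 2.47-fold and Dct, an enzyme of melanin synthesis, 10.8-fold higher in OHC libraries. Of 9 genes of erythrocytes, 1 was higher in IHCs, 8 higher in OHCs and 0 did not pass the test (camera adjusted p = 0.0308, and adjusted p = 0.353 with an estimated correlation). Among the 4 settings that ended this call was that of all 10 lanes, where the preranked form of camera was used. Hba-a2, an alpha-globin that shares 92.1% of its sequence words, had 119 ± 2.07 RPKM in IHC and 728 ± 116 in OHC libraries, and 176 against 825 RPKM and a log2 difference of -2.23 in the 7 lanes processed alike. Alas2, the first enzyme of haem synthesis in red cells, was 5.58-fold higher in OHC libraries. Of 14 markers of macrophages and leukocytes, 2 were higher in IHCs, 7 higher in OHCs and 5 did not pass the test (camera adjusted p = 0.158). S100a9, a neutrophil protein, had 26.3 ± 2.43 RPKM in OHC and 0.274 ± 0.144 in IHC libraries, and Laptm5, a lysosomal protein of leukocytes, 1.47 ± 0.143 and 0.134 ± 0.0618. Of 6 markers of endothelial cells and pericytes, 1 was higher in IHCs, 5 higher in OHCs and 0 did not pass the test (camera adjusted p = 0.163), with Egfl7, a secreted vascular protein, 1.82-fold higher in OHC and Esam, an adhesion molecule, 30.5-fold higher in IHC libraries. The median over the 59 markers of these 5 lists was 0.573 and 0.534 RPKM in the IHC libraries and 1.30, 1.21 and 1.43 RPKM in the OHC libraries. Adjusted over the list alone the other counts were the same. For the marker genes named for cells within and outside the epithelium, the adjusted p from limma was at most 4.72e-04.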

The gene expression profile of liver cells is also distinct from those of IHCs and OHCs, as liver cells are further away from hair cells in the graph.

### Real-time qPCR validation

Fifteen additional CBA/J mice were used to prepare three biological replicates of IHCs and OHCs for RT qPCR to validate the expression of 26 genes, 14 of which were highly expressed in OHCs and 12 were highly expressed in IHCs. The expression values were all normalized to the cycle threshold (Ct) value of *Nono* and *Ppia*. 

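Nono (ENSMUSG00000031311, chromosome X of GRCm38 from 101429318 to 101448591), which encodes an RNA-binding protein of paraspeckles, had 31.5 ± 1.46 RPKM (SD, n = 2) in IHCs and 27.9 ± 0.267 (SD, n = 3) in OHCs. This is a log2 difference of 0.17 (standard error 0.0388, adjusted p = 0.00907 from limma with Benjamini-Hochberg adjustment), a 1.13-fold higher level in IHCs that was past the threshold. Ppia (ENSMUSG00000071866, chromosome 11 of GRCm38 from 6415443 to 6419817), which encodes the prolyl isomerase cyclophilin A, had 181 ± 7.59 RPKM in IHCs and 149 ± 34.9 in OHCs, a log2 difference of 0.31 (standard error 0.177, adjusted p = 0.172). Ppia has many processed pseudogenes and shares 22.7% of its sequence words with other genes, and its lanes differed within libraries. In the 7 lanes processed alike it had 121 to 129 RPKM in IHCs and 126 to 133 in OHCs (log2 difference -0.06, adjusted p = 0.173), a setting chosen after seeing the data. The second lanes of IHC replicates 1 and 2 had 231 and 245 RPKM, and that of OHC replicate 1 had 246. The call for Nono was lost under quantile normalization of the libraries (log2 difference 0.04), with the replicate number as a block (adjusted p = 0.0503), without IHC replicate 1 (0.0602), with the other 3 lanes (0.107) and with voom on the 7 lanes (0.126), of which the last 2 were chosen after seeing the data. Ppia was past the test toward IHCs without OHC replicate 1 (log2 difference 0.49, adjusted p = 1.50e-04) and toward OHCs with voom (-0.16, adjusted p = 9.17e-05). Voom scales by the reads in the tested genes and moved the median of all genes by -0.0992 on the log2 scale. Its values for Nono and Ppia include this shift.

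**Figure D3:**
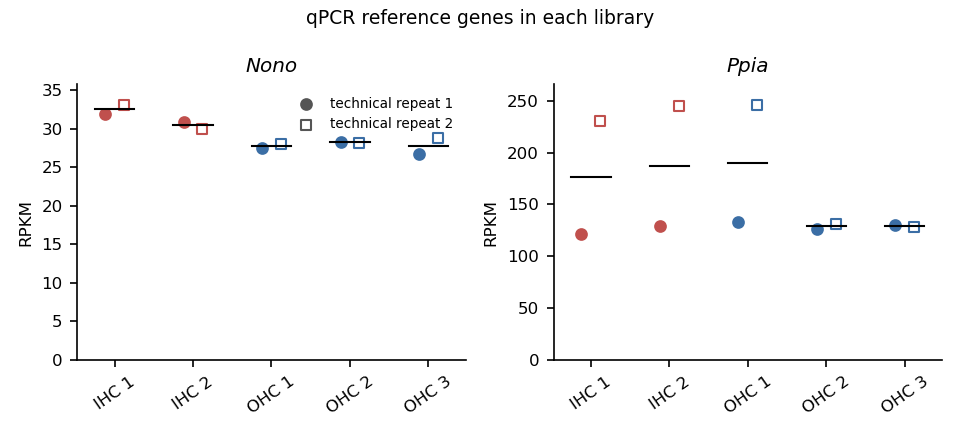
RPKM of Nono and Ppia in each lane of each library, with the first technical repeat as a filled circle, the second as an open square and the mean of the library as a line, IHCs in red and OHCs in blue. For Ppia the second repeats of IHC replicates 1 and 2 and OHC replicate 1 lie above all other lanes.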

*Nono* and *Ppia*, used as reference genes in a previous study^19^, had similar level of expression with no statistical significance between the two populations of hair cells in both previous microarray^9^ and present RNA-seq studies. We compared the patterns of differential expression of these genes between IHCs and OHCs using expression values from qPCR and RNA-seq. While log2 fold difference for each gene was computed using the RPKM values of IHCs vs. OHCs from RNA-seq, the ∆∆Ct for each gene was calculated from RT qPCR. Fig. 2d shows such a comparison after the expression values were normalized to fold changes. Although the values from two analyses are different, the trend of differential expression of these genes is highly consistent between the two datasets.

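Of the 12 genes that the paper tested by RT qPCR as high in IHCs, all 12 were higher in IHCs in the RNA-seq libraries and past the test, with log2 differences of 1.85 to 5.74. Ednrb (ENSMUSG00000022122, chromosome 14 of GRCm38 from 103814625 to 103844402) had 34.3 ± 0.491 RPKM (SD, n = 2) in IHCs and 0.547 ± 0.0572 (SD, n = 3) in OHCs, a log2 difference of 5.74 (standard error 0.0945, adjusted p = 4.39e-07 from limma). Dnajc5b, a cysteine string protein-like chaperone, was 49.7-fold, Tbx2, a T-box transcription factor, 28.4-fold, Slc17a8, the vesicular glutamate transporter VGLUT3, 17.9-fold, Prkd1, a protein kinase, 17.4-fold, Slc1a3, the glutamate transporter GLAST, 17.1-fold and Otof, the calcium sensor otoferlin, 15.2-fold higher in IHCs. Bcl6, Bcl2, Hdac3 and Fzd4 were higher by 5.93-fold, 4.75-fold, 4.11-fold and 3.63-fold, and Slc7a14 is also in this group. Ednrb and Slc1a3 also stand in the list of markers of inner phalangeal cells, border cells and glia of the inner row. Whether RNA of such cells added to their levels in the IHC libraries was not tested. Of the 14 genes tested as high in OHCs, all 14 were higher in OHCs and past the test, with log2 differences of -1.68 to -6.48. C1ql1 (ENSMUSG00000045532, chromosome 11 of GRCm38 from 102939264 to 102946688) had 540.1 ± 30.6 RPKM in OHCs and 5.96 ± 0.373 in IHCs, a log2 difference of -6.48 (standard error 0.0608, adjusted p = 8.02e-08). Slc26a5 (ENSMUSG00000029015, chromosome 5 of GRCm38 from 21810655 to 21865604), the gene of prestin, had 549 ± 4.93 and 9.51 ± 0.845 RPKM, a log2 difference of -5.84 (standard error 0.0544, adjusted p = 8.02e-08). The subunits of the acetylcholine receptor of the efferent synapse, Chrna10 and Chrna9, were 44.3-fold and 11.5-fold higher in OHCs, where Chrna10 shares 35.8% of its sequence words with other genes. In the 7 lanes processed alike, a setting chosen after seeing the data, the log2 difference of Chrna10 was -5.58. Lbh was 26.6-fold, Lmod3, which nucleates actin filaments, 20.3-fold, Strip2 19.6-fold, Clu, the secreted chaperone clusterin, 15.4-fold, the transcription factor Six2 12.8-fold, Carhsp1 4.58-fold, the transcription factor Isl1 4.05-fold and Lmo7 3.21-fold higher, and Dnm3 is also in this group. The largest adjusted p was 7.57e-05 in the first group and 7.60e-07 in the second, and adjusted over the list alone the counts were the same. The paper does not say whether these genes were picked from the present libraries, so that they are no independent evidence of direction, and the RT qPCR values themselves were not used here.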

### Immunocytochemistry

We used immunocytochemistry to detect the expression of SLC7A14 and DNM3; the function of these proteins in the two populations of hair cells has not been characterized. *Slc7a14* and *Dnm3* are differentially expressed in IHCs and OHCs, respectively, as shown in our previous microarray-based transcriptome analysis^9^. 

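Slc7a14 (ENSMUSG00000069072, chromosome 3 of GRCm38 from 31202858 to 31310378) had 23.7 ± 0.635 RPKM (SD, n = 2) in IHCs and 0.791 ± 0.141 (SD, n = 3) in OHCs, 29.9-fold higher in IHCs, with a log2 difference of 4.75 (standard error 0.136, adjusted p = 2.97e-06 from limma with Benjamini-Hochberg adjustment). Dnm3 (ENSMUSG00000040265, chromosome 1 of GRCm38 from 161982453 to 162478034) had 0.646 ± 0.0601 RPKM in IHCs and 17.2 ± 0.344 in OHCs, 26.7-fold higher in OHCs, with a log2 difference of -4.54 (standard error 0.0703, adjusted p = 3.75e-07). Over both lanes of all libraries, Slc7a14 had 9930 reads in IHCs and 496 in OHCs, and Dnm3 411 and 16517, so that neither transcript was at the floor in the cell type with less of it. Neither gene was among those whose lanes differ.

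**Figure D4:**
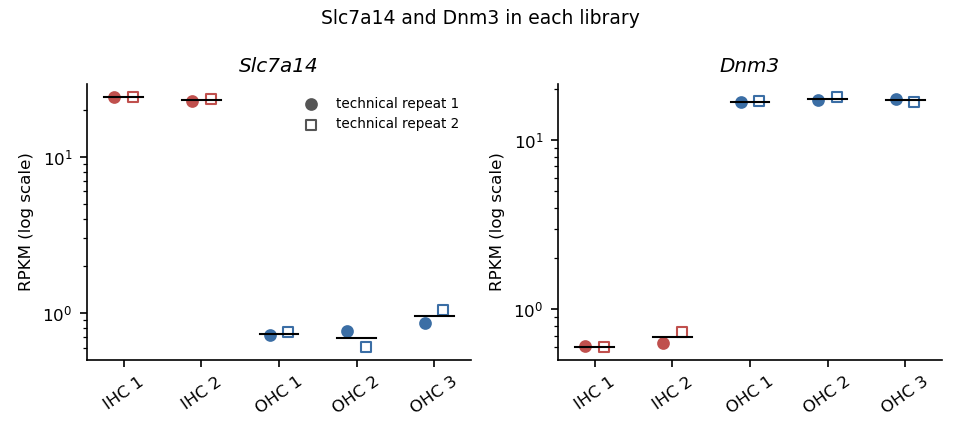
RPKM of Slc7a14 and Dnm3 in each lane of each library on a log axis, with the first technical repeat as a filled circle, the second as an open square and the library mean as a line, IHCs in red and OHCs in blue. Every IHC lane lies above every OHC lane for Slc7a14 and below every OHC lane for Dnm3.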

Current study (Fig. 2d) also shows that *Slc7a14* and *Dnm3* are preferentially expressed in IHCs and OHCs, respectively. *Slc7a14* is predicted to encode a glycosylated, cationic amino acid transporter protein to mediate lysosomal uptake of cationic amino acids. This gene is expressed in the photoreceptor layer of the retina and mutations in this gene are associated with autosomal recessive retinitis pigmentosa^22^. *Dnm3* encodes dynamin-3, which is predicated to be involved in producing microtubule bundles and able to bind and hydrolyze GTP. We used antibodies (against SLC7A14 and DNM3) and confocal microscopy to determine where they are expressed and whether they are differentially expressed. As shown in Fig. 3a,b, strong staining of SLC7A14 is detected in the soma of IHCs and but not in the soma of OHCs. Thus, SLC7A14 may be used as a specific marker for IHCs. Conversely, DNM3 expression is detected in the stereocilia bundle of OHCs, but not in the bundle of IHCs and vestibular hair cells (Fig. 3c–h) suggesting that DNM3 may play an important role in the biological property of OHC stereocilia and the components of the IHC and OHC stereocilia may be different. The functional roles of these two proteins in OHCs and IHCs are yet to be determined.

### Validation by comparison with published studies

Previous studies have identified and characterized many genes expressed in hair cells in developing and adult animals using immunocytochemistry, molecular biology, and electrophysiology techniques. These genes encode some proteins for unique structure and function of hair cells as well as transcription factors important for hair cell differentiation, specification and maintenance. Since the expression of these genes has been validated by either *in situ* hybridization, antibody staining or molecular biology and electrophysiology techniques, comparison of the genes detected in our RNA-seq analysis with the genes that are already be described in the inner ear is a good way to validate our dataset. We compiled a list of genes that were identified in previous studies and presented in Table 3 (available online only). In the table, the expression (RPKM) values from our RNA-seq analysis are included for comparison. 

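Of the 86 hair cell genes of Table 3, 74 had a mean of at least 0.1 RPKM in IHCs or OHCs, 64 of at least 1 RPKM and 46 of at least 10 RPKM. Detected in IHCs were 68 and in OHCs 71, with 3 only in IHCs and 6 only in OHCs at this threshold. Of the 74 genes tested, 27 were higher in IHCs, 40 higher in OHCs and 7 did not pass the test (limma with Benjamini-Hochberg adjustment), and 15 and 22 differed by at least 2-fold. Toward IHCs, Sema5b (ENSMUSG00000052133, chromosome 16 of GRCm38 from 35541145 to 35664732), an axon guidance protein, had 5.73 ± 0.0275 RPKM (SD, n = 2) in IHCs and 0.224 ± 0.0550 (SD, n = 3) in OHCs (log2 difference 4.18, standard error 0.167, adjusted p = 9.72e-06), and Srrm4, a regulator of neural splicing, was 13.0-fold higher (adjusted p = 3.72e-05). Kcnh6, a voltage-gated potassium channel, had 0.822 ± 0.0697 RPKM in IHCs and 0.0274 ± 0.0237 in OHCs, where only 6 reads were found. Toward OHCs, Strc (ENSMUSG00000033498, chromosome 2 of GRCm38 from 121363728 to 121387168), the gene of stereocilin, which links stereocilia to the tectorial membrane, had 42.5 ± 0.640 RPKM in OHCs and 1.79 ± 0.180 in IHCs (log2 difference -4.49, standard error 0.0649, adjusted p = 3.12e-07). Umodl1, a membrane protein with a zona pellucida domain, was at least 385-fold higher in OHCs (10.9 ± 0.560 RPKM, adjusted p = 2.94e-07) and Grp, gastrin-releasing peptide, at least 34.4-fold (3.43 ± 0.269 RPKM, adjusted p = 2.14e-06), both against 0 reads in IHCs and bounded by 3 reads per library. The table was compiled by the paper from earlier work and prints values for its genes, which count as seen although many of them are not the deposited ones, and the paper names no threshold for expression.

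**Figure D5:**
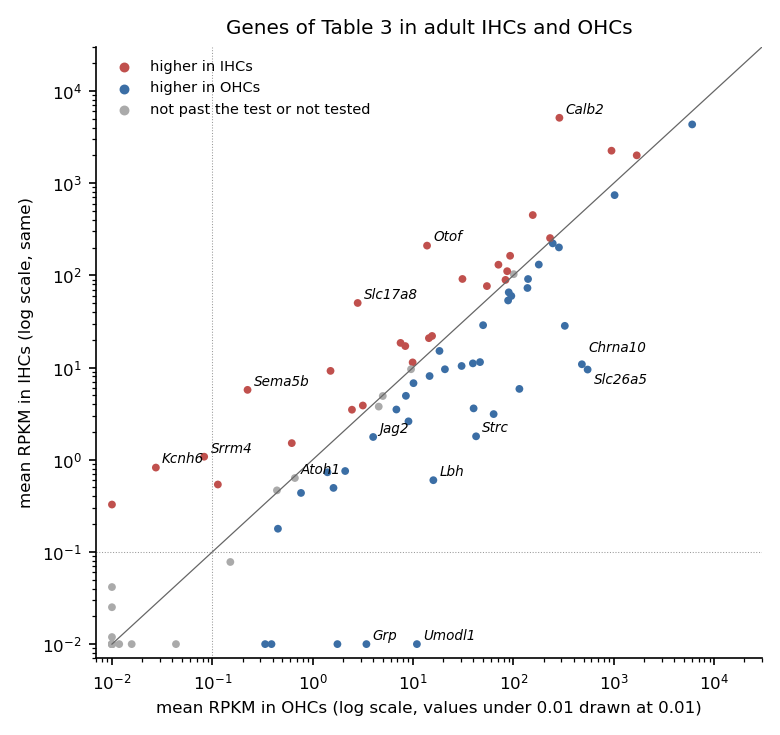
Mean RPKM in IHCs against mean RPKM in OHCs for the genes of Table 3, on log axes with values under 0.01 drawn at 0.01, red for genes higher in IHCs, blue for genes higher in OHCs and grey for the others. Dotted lines mark 0.1 RPKM and the diagonal marks equal levels.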

As shown, most genes that were previously detected in hair cells are also expressed in our dataset. We should point out though, some genes (especially those encoding transcription factors) are known to be expressed during development and significantly downregulated in adulthood. This may explain why some genes are expressed at lower levels (e.g., *Atoh1* and *Jag2*) or no longer detected (*Foxj1*, *Scn11a*, and *Tmc2*) in adult hair cells.

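Atoh1 (ENSMUSG00000073043, chromosome 6 of GRCm38 from 64729125 to 64731245), the transcription factor that starts hair cell differentiation, had 0.633 ± 0.0863 RPKM (SD, n = 2) in IHCs and 0.665 ± 0.127 (SD, n = 3) in OHCs, a log2 difference of -0.05 (standard error 0.194, adjusted p = 0.825 from limma), whose sign changed with the setting. Jag2 (ENSMUSG00000002799, chromosome 12 of GRCm38 from 112907819 to 112929776), a Notch ligand of young hair cells, had 1.76 ± 0.202 RPKM in IHCs and 4.00 ± 0.322 in OHCs, a log2 difference of -1.14 (standard error 0.109, adjusted p = 2.80e-04). Foxj1 (ENSMUSG00000034227, chromosome 11 of GRCm38 from 116330704 to 116335399), a regulator of motile cilia, had 0 reads in IHCs and 2 in OHCs over all libraries (0.0118 RPKM in OHCs). Scn11a (ENSMUSG00000034115, chromosome 9 of GRCm38 from 119753759 to 119825456), a voltage-gated sodium channel, had 0 reads in IHCs and 6 in OHCs (0.0157 RPKM in OHCs), and Tmc2 (ENSMUSG00000060332, chromosome 2 of GRCm38 from 130195194 to 130264445), a transduction channel protein of immature hair cells, had 0 reads in IHCs and 9 in OHCs (0.0434 RPKM in OHCs). For Tmc2, the floor of 3 reads per library would be 0.0458 RPKM in IHCs, so that 0 reads there do not tell a level under this from none. The other genes of Table 3 under 0.1 RPKM in both cell types included Atp7b, Chrm4, Dll3, Kif21b, Myo3b, Nhlh1, Ptgir and Slc6a11, and 6 of the 12 had 0 reads in every library. No embryonic or neonatal sample was analysed here. The paper states as known that some of these genes are active in development and fall by adulthood. It proposes that this may account for the lower or missing expression in adult cells.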

Several previous studies used microarray and RNA-seq to examine the gene expression profiles of cochlear and vestibular hair cells from embryonic and neonatal mice ^9,11–14^ as well as hair cells in the inner ear and lateral lines of larval and adult zebrafish^11,23–27^. Comparison of our dataset with the transcriptome datasets from previous studies offers another way to validate our results. The gene names and their expression values from microarray-based transcriptomes of IHCs and OHCs from adult mice^9^ are presented in Data Citation 7. Although the expression values are not directly comparable because of the two different techniques used, the majority of the genes that are detected in hair cells in different datasets are highly consistent. In the same file, we also included transcriptome datasets from neonatal mouse hair cells^12,13^. Since these datasets were obtained from a mixed population of both IHCs and OHCs from neonatal mice, some differences between the datasets are expected.

Although the expression values from microarray and RNA-seq are not directly comparable, we expect that the genes that are differentially expressed in one cell population in the two studies should largely be consistent. We used the top differentially expressed genes in IHCs and OHCs from Fig. 4b,c of the microarray study^9^ for comparison. We computed the log2 fold difference between the two hair cell types from each study and present side-by-side comparison of the fold difference values from the two techniques in Fig. 4. 

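Of 131 gene names read from Fig. 4a, which shows genes higher in IHCs, 130 were tested, 125 had a higher mean log2 level in IHCs, 123 of these past the test (limma with Benjamini-Hochberg adjustment) and 97 by at least 2-fold. The other 5 lay toward OHCs. Ptprk (ENSMUSG00000019889), a receptor tyrosine phosphatase, had 7.40 ± 0.0733 RPKM (SD, n = 2) in IHCs and 8.82 ± 0.264 (SD, n = 3) in OHCs (log2 difference -0.25, standard error 0.0479, adjusted p = 0.00494), and Taf1d (ENSMUSG00000031939), a subunit of an RNA polymerase I factor, 3.04 ± 0.70 and 5.83 ± 0.256 (log2 difference -0.94, standard error 0.140, adjusted p = 0.00177). Fmn1, a formin, with a log2 difference of -0.06, Parp8 with -0.16 and Rc3h1, an RNA-binding ubiquitin ligase, with -0.28 did not pass the test. Fmn1 lay toward IHCs with quantile normalization. In settings chosen after seeing the values, Ptprk did not pass the test with only the other 3 lanes. Rc3h1 did, toward OHCs, with voom on the 7 lanes (adjusted p = 0.00515), which moved the median of all genes by -0.0992. Of 130 names read from Fig. 4b, which shows genes higher in OHCs, 129 were tested, 128 had a higher mean log2 level in OHCs, 126 of these past the test and 114 by at least 2-fold. In this panel Fam57b (ENSMUSG00000058966, chromosome 7 of GRCm38 from 126797668 to 126830219), a membrane protein with a ceramide synthase-like domain, was 106-fold higher in OHCs (10.8 ± 0.460 against 0.102 ± 0.0317 RPKM, adjusted p = 1.06e-06). Cacnb2 (ENSMUSG00000057914), a calcium channel subunit, lay toward IHCs, with 3.49 ± 0.0964 RPKM in IHCs and 2.46 ± 0.129 in OHCs (log2 difference 0.49, standard error 0.0793, adjusted p = 0.00255). The names were read from a picture, and Krtap5-5 and Snord104 were not tested because they lay under the filter. The paper took these genes from an earlier microarray study, whose values were not used here.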

As shown, none of the differentially expressed genes in IHCs (IHCs/OHCs in Fig. 4a) or OHCs (OHCs/IHCs in Fig. 4b) displace fold changes in the opposite direction from the two studies, suggesting that the differentially expressed genes identified by the two techniques are highly consistent. These differentially expressed genes may provide valuable information to understand different biological properties (such as structural and functional differences) of IHCs and OHCs in the adult inner ear.

## Usage notes

While acquired deafness associated with age or noise exposure is more common than genetic deafness by roughly two orders of magnitude, congenital deafness occurs in 1 out of every 1,000 to 2,000 births. Hereditary hearing loss and deafness can be regarded as syndromic or non-syndromic. Mutations or deficiencies affecting approximately 140 genes have been linked to inherited syndromic or non-syndromic hearing loss^16^. Although majority of these genes are known to be expressed in the inner ear, it is important to determine whether they are expressed in hair cells. We analyzed the expression of 125 known deafness genes. Table 4(available online only) shows expression levels of the 125 deafness genes in adult IHCs and OHCs. 

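Of the 143 deafness genes of Table 4, 128 had a mean of at least 0.1 RPKM in IHCs or OHCs, 104 of at least 1 RPKM and 71 of at least 10 RPKM. Detected in IHCs were 121 and in OHCs 122, with 6 only in IHCs and 7 only in OHCs at this threshold. Of 126 tested, 46 were higher in IHCs, 57 higher in OHCs and 23 did not pass the test (limma with Benjamini-Hochberg adjustment), and 17 and 22 differed by at least 2-fold. Toward IHCs, Kitl (ENSMUSG00000019966, chromosome 10 of GRCm38 from 100015630 to 100100416), the ligand of the receptor Kit, had 4.52 ± 0.318 RPKM (SD, n = 2) in IHCs and 0.312 ± 0.0717 (SD, n = 3) in OHCs (log2 difference 3.50, standard error 0.181, adjusted p = 2.47e-05). Tecta (ENSMUSG00000037705), the gene of alpha-tectorin of the tectorial membrane, had 0.633 ± 0.0885 RPKM in IHCs and 0 reads in OHCs, at least 31.2-fold lower when bounded by 3 reads per library (adjusted p = 5.73e-05). Toward OHCs, Slc26a4 (ENSMUSG00000020651, chromosome 12 of GRCm38 from 31519827 to 31559969), the gene of the anion exchanger pendrin, had 10.9 ± 0.646 RPKM in OHCs and 2.04 ± 0.294 in IHCs (log2 difference -2.36, standard error 0.102, adjusted p = 1.26e-05), and Kcne1 (ENSMUSG00000039639), a potassium channel subunit best known from the stria vascularis, 1.01 ± 0.0828 and 0.0358 ± 0.0289 (log2 difference -3.04, standard error 0.193, adjusted p = 5.50e-05), the latter from 5 reads. The genes were chosen by the study and their values are printed in its table, so that they count as seen, and the table lists 143 genes, as the background of the paper gives, where this section gives 125.

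**Figure D6:**
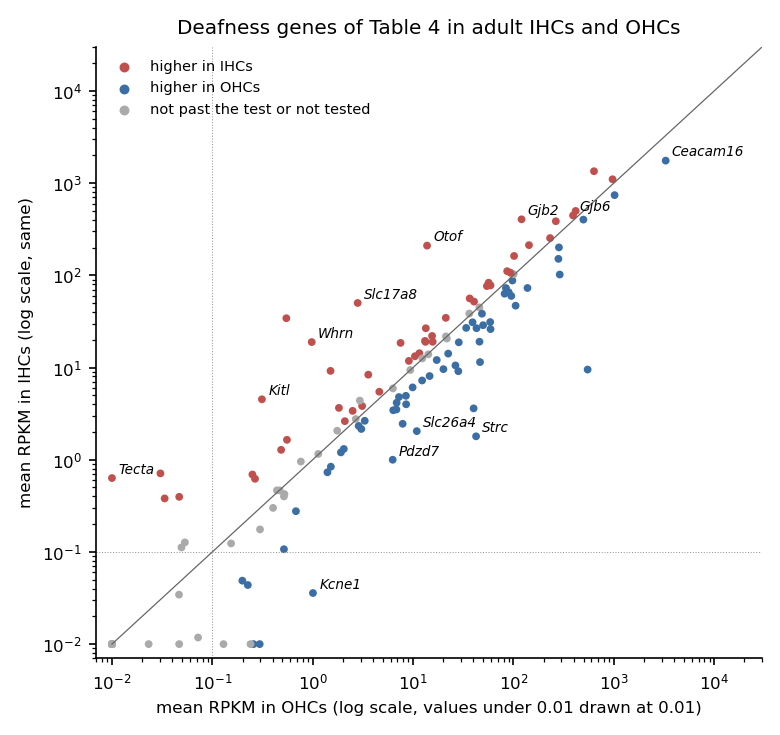
Mean RPKM in IHCs against mean RPKM in OHCs for the deafness genes of Table 4, on log axes with values under 0.01 drawn at 0.01, red for genes higher in IHCs, blue for genes higher in OHCs and grey for the others. Dotted lines mark 0.1 RPKM and the diagonal marks equal levels.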

As shown, most of these genes are detected in hair cells. We should point out that several genes are known to be expressed during development and significantly downregulated in adulthood. Other genes may be expressed in spiral ganglion neurons, supporting cells, and stria vascularis and play important roles in those cells. Thus, it is not surprising that the expression of some genes is not detected in hair cells. However, the analysis will be highly useful for assisting the auditory research community in exploring the function of these deafness-related genes in hair cells.

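The 15 genes of Table 4 under 0.1 RPKM in both cell types included Col4a3, Col4a6, Dspp, Edn3, Esrrb, Foxi1, Hgf, Mir96, Myo1a, Nlrp3, Pax3, Tmem132e and mt-Tk, and 9 of them had 0 reads in every library. Col4a6 (ENSMUSG00000031273, chromosome X of GRCm38 from 141165403 to 141474076), a collagen chain of basement membranes, had the most reads of these, 4 reads in IHCs and 37 in OHCs (0.0118 ± 0.000733 RPKM (SD, n = 2) and 0.0721 ± 0.0229 RPKM (SD, n = 3)). Hgf (ENSMUSG00000028864), hepatocyte growth factor, had 0 reads in IHCs and 21 in OHCs, and Esrrb (ENSMUSG00000021255), a nuclear receptor of strial cells, had 0 reads in IHCs and 2 in OHCs. Edn3, an endothelin, had 0 reads in IHCs and 6 in OHCs, Col4a3 had 0 reads in IHCs and 4 in OHCs, and Myo1a, an unconventional myosin, had 5 reads in IHCs and 10 in OHCs. Mir96, a microRNA of hair cells, and mt-Tk, a mitochondrial tRNA, are shorter than the fragments that such libraries hold, so that a value of 0 says nothing of their level. For Hgf, the floor of 3 reads per library would be 0.0205 RPKM in IHCs, and 0 reads there do not tell a lower level from none. The paper states as known that several deafness genes are active in development and fall by adulthood. Others, it proposes, may be active in the stria vascularis, supporting cells and spiral ganglion neurons.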

## Additional information

**How to cite this article** Li, Y. *et al*. Transcriptomes of cochlear inner and outer hair cells from adult mice. *Sci. Data*. 5:180199 doi: 10.1038/sdata.2018.199 (2018).

**Publisher’s note** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
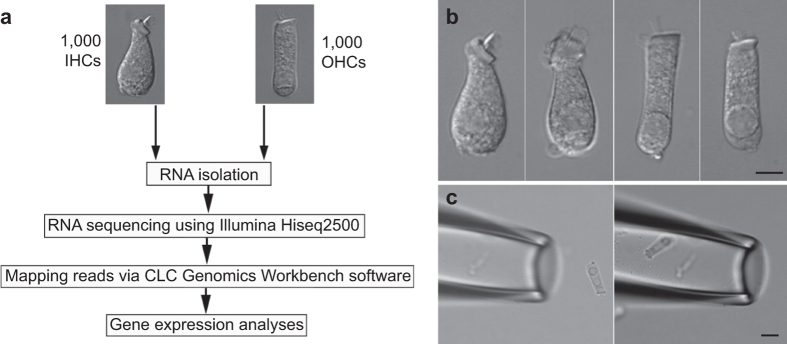
Study design workflow for RNA-seq and suction pipette technique for collecting isolated hair cells. (**a**) Workflow of experimental design for RNA-seq transcriptomic analysis of IHCs and OHCs isolated from adult mouse cochleae. (**b**) Representative images (from left to right) of two isolated IHCs and two OHCs from adult mice. (**c**) A pick-up pipette before and after an isolated OHC was drawn into the pipette. This technique was used to individually collect isolated hair cells. Bars: 5 (**b**) and 10 (**c**) μm.

**Figure 2:**
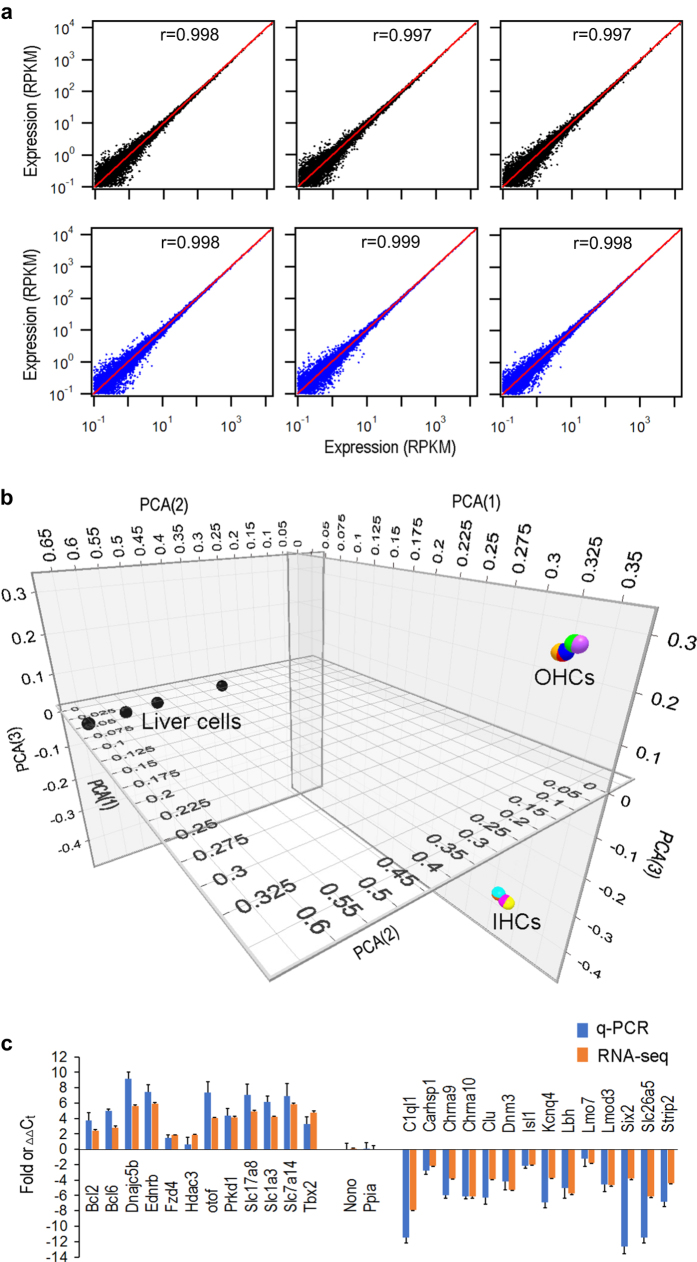
Reproducibility of biological replicates and RT qPCR validation of differential expression of 27 genes in IHCs and OHCs. (**a**) Correlation coefficient between biological replicates from OHCs. Correlation coefficient (r) for each comparison is given in each panel. (**b**) Correlation coefficient between technical repeats of RNA-seq from OHC samples. (**c**) PCA analysis of the gene expression profiles of IHCs and OHCs compared with liver cells. Filled circles with different colors represent different biological and technical repeats for IHCs and OHCs. (**d**) Validation of differential expression of 26 genes between IHCs and OHCs using RT qPCR and RNA-seq. Positive values indicate higher expression of the genes in IHCs than in OHCs, while negative values indicate higher expression the genes in OHCs than in IHCs. Fold differences, based from RPKM values from RNA-seq, are all calculated in log2 base. ∆∆Ct for each gene was calculated from RT qPCR.

**Figure 3:**
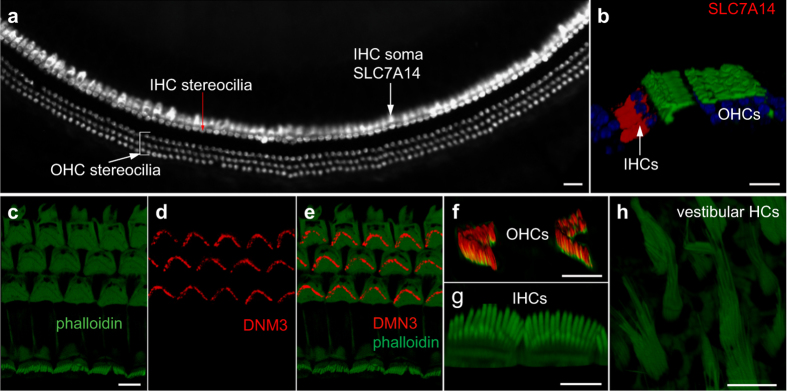
Differential expression of SLC7A14 and DNM3 in IHCs and OHCs by immunocytochemistry and confocal microscopy. (**a**) Expression of SLC7A14 in IHCs in a whole mount preparation from an adult mouse cochlea. Stereocilia bundles were labelled with rhodamine-phalloidin while SLC7A14 was labelled with anti-SLC7A14 antibody. Bar: 20 μm. (**b**) Confocal optical sectioning from the whole mount preparation in (**a**). Expression of SLC7A14 (in red) is only detected in IHCs. Bar: 10 μm. (**c**) Top view of stereocilia bundles of hair cells. Rhodamine-phalloidin (in green) was used to label actin. Bar: 5 μm (for c, d and e). (**d**) Expression of DNM3 (in red) in the same view as in **c**. (**e**) A merged image of c and d. (**f**): Optical sectioning image of OHC stereocilia bundles under high magnification. (**g**) Optical sectioning image of IHC stereocilia bundles. (**h**) Image of vestibular hair cells. In f, g and h, antibodies against phalloidin and DNM3 were used. Expression of DNM3 was only seen in the stereocilia bundle of OHCs. Bar: 5 μm for f and g and h.

**Figure 4:**
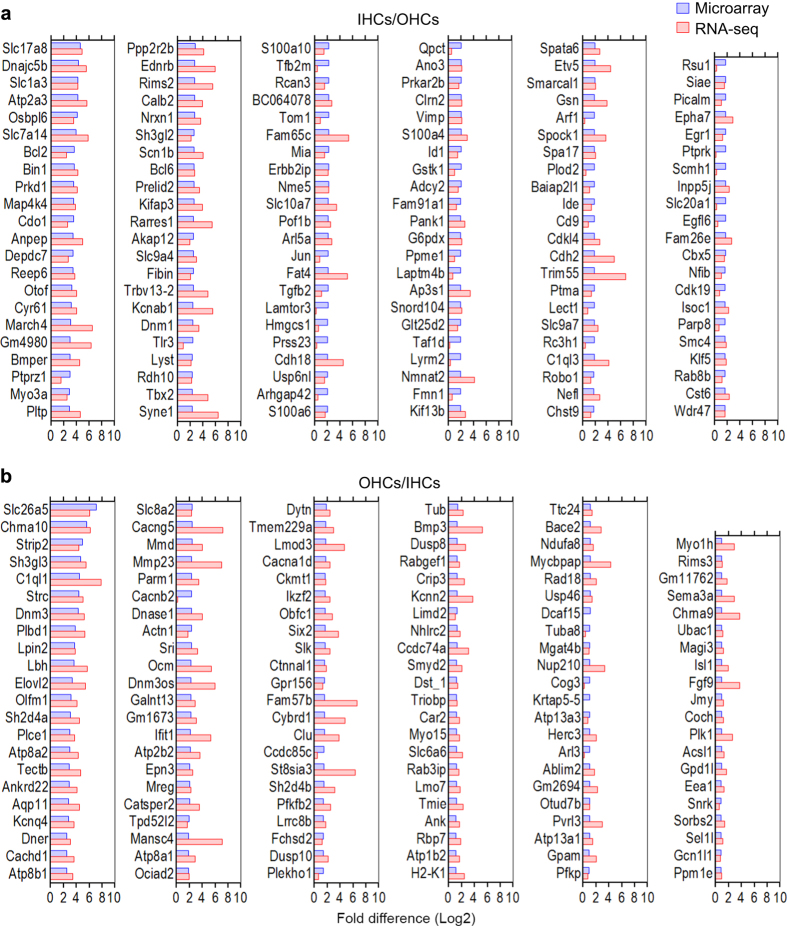
Comparison of differentially expressed genes in IHCs and OHCs quantified by microarray and RNA-seq techniques. The microarray data are based on genes presented in Fig. 6 of Liu *et al*.^9^ (**a**) Log2 fold difference between IHCs and OHCs (IHCs/OHCs). (**b**) Log2 fold difference between OHCs and IHCs (OHCs/IHCs).

**Table 1:** Sequences of oligonucleotide primers for q-PCR.

GENE	FOWARD PRIMER	REVERSE PRIMER
*Bcl2*	ACGTGGACCTCATGGAGTG	TGTGTATAGCAATCCCAGGCA
*Bcl6*	GTG TCC TGG GGT TAC AGG TG	CCT GTC CTG CCT ACC CAT AG
*Dnajc5b*	ATTTTTGTTGCTGCCTTTGC	AGGCTGGAGAACAACTGGAA
*Ednrb*	AAAGCCAACGATCACGGATA	CCTTTCTGCTAGCATGGTTTTT
*Fzd4*	TGCCAGAACCTCGGCTACA	ATGAGCGGCGTGAAAGTTGT
*Hdac3*	GCCAAGACCGTGGCGTATT	GTCCAGCTCCATAGTGGAAGT
*Otof*	GGC GCT TCA TIT ATC CTT TCG AC	GAC GAG GTG CCG GAT TGC CTT TAG C
*Prkd1*	GGGGGCATCTCGTTCCATC	GTGCCGAAAAAGCAGGATCTT
*Slc17a8*	GGAGACAGAACTCAACCACGA	TTCGGCCTGGTAGGATAATG
*Slc1a3*	GCACCAAGTGTTGGAAACTG	TTCAAATGTAGGCTAAAACCGATA
*Slc7a14*	CACCCTGGTCTCTGTCTGTG	CTGGAAAATTCCTCCCCTTC
*Tbx2*	CCGATGACTGCCGCTATAAGT	CCATCCACTGTTCCCCTGT
*Nono*	GCCAGAATGAAGGCTTGACTAT	TATCAGGGGGAAGATTGCCCA
*Ppia*	GAGCTGTTTGCAGACAAAGTTC	CCCTGGCACATGAATCCTGG
*C1ql1*	GGGGCAACAGCAACAAATAC	CCTTGGTCAGGCAATTTGAA
*Carhsp1*	CCCACGCATCAGACTTCTGTA	GTAGGCAGAGGGCTAGGGA
*Chrna9*	CGTGTGATCTCCACCAGTGT	TCCTTCATCCCTTTATCCTTGA
*Chrna10*	AGCCCTTCTGCATCACGTAG	AAAGCGGTCCATTACTCTGG
*Clu*	CCATCTGCAACTAGCTGTGAG	TCCGTTTTCTTCGGAAGTAAGAC
*Dmn3*	AACTTCACATCAACGCGACC	CTCGCACTGGAGTCTCTGAT
*Isl1*	ATGATGGTGGTTTACAGGCTAAC	TCGATGCTACTTCACTGCCAG
*Kcnq4*	GCTCAACCAAGTCCGCTTC	GTGATCGGAATCAGCCACAGT
*Lbh*	CTGCTCTGACTATCTGAGATCGG	CGGTCAAAGTCTGATGGGTCC
*Lmo7*	TTGAAACAACGGATTTTCGAGC	GACGCCAGGTTTGAGCTTATT
*Lmod3*	TTCAAGATGGGCAGCTAGAAAAT	TCGTCAGCTCGGAGATAGGAA
*Six2*	CACCTCCACAAGAATGAAAGCG	CTCCGCCTCGATGTAGTGC
*Slc26a5*	CACTCATTATGGGAGCGAGA	TCCGTCTACTTCTGCATCCAC
*Strip2*	ACTGGGGTCCTGAGTCAAAG	TTGACAAAAGTGAGCAGGGC

**Table 2:** Accession numbers for each biological sample.

Organism	Cell Type	Replicate	Analysis type	Sample ID	Raw data accession number
*Mus musculus*	1,000 IHCs	Biological Replicate 1, Technical replicate 1	RNA-Sequencing	IHC_1	SRX3757335
*Mus musculus*	1,000 IHCs	Biological Replicate 1, Technical replicate 2	RNA-Sequencing	IHC_2	SRX3757336
*Mus musculus*	1,000 IHCs	Biological Replicate 2, Technical replicate 1	RNA-Sequencing	IHC_3	SRX3757337
*Mus musculus*	1,000 IHCs	Biological Replicate 2, Technical replicate 2	RNA-Sequencing	IHC_4	SRX3757338
*Mus musculus*	1,000 OHCs	Biological Replicate 1, Technical replicate 1	RNA-Sequencing	OHC_1	SRX3757339
*Mus musculus*	1,000 OHCs	Biological Replicate 1, Technical replicate 2	RNA-Sequencing	OHC_2	SRX3757340
*Mus musculus*	1,000 OHCs	Biological Replicate 2, Technical replicate 1	RNA-Sequencing	OHC_3	SRX3757341
*Mus musculus*	1,000 OHCs	Biological Replicate 2, Technical replicate 2	RNA-Sequencing	OHC_4	SRX3757343
*Mus musculus*	1,000 OHCs	Biological Replicate 3, Technical replicate 1	RNA-Sequencing	OHC_5	SRX3757344
*Mus musculus*	1,000 OHCs	Biological Replicate 3, Technical replicate 2	RNA-Sequencing	OHC_6	SRX3757345

**Table 3:** Genes that have been verified by immunocytochemistry or *in situ* hybridization in previous studies.

**Gene**	**IHCs**	**OHCs**	**References**
*Anxa4*	11.37	9.91	14
*Atoh1*	0.63	0.66	28
*Atp7b*	0.03	0.01	29
*Barhl1*	3.77	4.55	30
*Bdnf*	17.1	8.37	31
*Cacnb2*	3.49	2.46	32
*Calb2*	5119.84	287.3	33
*Calm1*	2250.57	949.8	34
*Casz1*	0.54	0.11	12
*Cdh23*	3.51	6.83	35
*Celsr3*	0.44	0.77	36
*Chrm4*	0	0	37
*Chrna9*	28.34	325.34	38
*Chrna10*	10.86	481.35	39
*Cldn14*	65.44	89.86	40
*Cldn9*	2004.27	1694.26	41
*Ctbp2*	9.59	9.55	42
*Dll1*	0.33	0	43
*Dll3*	0.04	0	44
*Eps8l2*	59.77	95.33	12
*Foxj1*	0	0.01	45
*Fscn2*	222.32	246.68	46
*Gfi1*	53.41	88.58	47
*Gpr98*	0	0	48
*Grp*	0	3.43	13
*Grxcr1*	28.8	49.91	49
*Grxcr2*	200.98	284.33	50
*Hes6*	10.4	30.47	51
*Jag2*	1.76	4	52
*Kcnh6*	0.82	0.03	12
*Kcnq4*	3.61	40.14	53
*Kif21b*	0.01	0.01	12
*Lbh*	0.6	15.94	20
*Lhfpl5*	741.86	1019.74	54
*Lhx3*	9.58	20.79	55
*Lmo1*	91.38	31.07	56
*Lmod1*	6.77	10.1	13
*Lmod3*	3.13	63.55	13
*Loxhd1*	8.09	14.62	57
*Mcoln3*	130.95	179.07	58
*Mfng*	0	0.39	12
*Mgat5b*	2.61	9.01	12
*Mreg*	11.1	39.48	12
*Mycl1*	3.29	2.4	12
*Myo3a*	0.63	0.66	59
*Myo3b*	0.03	0.01	60
*Myo6*	3.77	4.55	61
*Myo7a*	17.1	8.37	62
*Naca*	3.49	2.46	12
*Nhlh1*	5119.84	287.3	63
*Otof*	2250.57	949.8	64
*Pacsin1*	0.54	0.11	12
*Pcdh15*	3.51	6.83	65
*Pcp4*	0.44	0.77	66
*Pou4f3*	0	0	67
*Ptgir*	10.86	481.35	12
*Ptprq*	28.34	325.34	68
*Pvalb*	65.44	89.86	69
*Pvrl1*	0.63	0.52	70
*Rab11fip1*	9.59	9.55	12
*Rab15*	0.33	0	71
*Rasd2*	0.04	0	14
*Rassf4*	59.77	95.33	71
*Rbm24*	0	0.01	12
*Rfx3*	222.32	246.68	11
*Scn11a*	53.41	88.58	12
*Selm*	130.44	70.94	71
*Sema5b*	0	3.43	12
*Slc17a8*	28.8	49.91	72
*Slc26a5*	200.98	284.33	73
*Slc6a11*	10.4	30.47	12
*Smpx*	1.76	4	74
*Srrm4*	0.82	0.03	12
*Sstr2*	3.61	40.14	75
*Stard10*	0.01	0.01	12
*Strc*	0.6	15.94	76
*Strip2*	741.86	1019.74	13
*Thsd7b*	9.58	20.79	12
*Tmc1*	91.38	31.07	77
*Tmc2*	6.77	10.1	77
*Tmie*	3.13	63.55	78
*Tomt*	8.09	14.62	79
*Ttc21a*	130.95	179.07	12
*Umodl1*	0	0.39	12
*Ush1g*	2.61	9.01	80
*Ush2a*	11.1	39.48	81

**Table 4:** The expression of genes that are known to cause hearing loss in humans.

**Feature ID**	**Locus**	**IHCs**	**OHCs**
*Actg1*	DFNA20/26	386.6	264.65
*Adcy1*	DFNB44	0.4	0.05
*Adgrv1*	Usher 2 C	0.47	0.44
*Aifm1*	DFNX5	44.95	45.86
*Bdp1*	DFNB49	2.33	2.87
*Bsnd*	DFNB73	0.04	0.23
*Cabp2*	DFNB93	1347.69	635.28
*Ccdc50*	DFNA44	3.39	2.5
*Cd164*	DFNA66	87.93	97.7
*Cdc14a*	DFNB32/105	10.54	26.47
*Cdh23*	DFNB12	3.51	6.83
*Ceacam16*	DFNA4B	1756.23	3291.72
*Chd7*	CHARGE Synd.	3.99	8.54
*Cib2*	DFNB48	1102.26	972.84
*Cldn14*	DFNB29	65.44	89.86
*Clic5*	DFNB103	9.61	20.08
*Clpp*	DFNB81	77.79	59.14
*Clrn1*	Usher 3 A	72.78	84.28
*Coch*	DFNA9	46.91	105.2
*Col11a1*	Stickler Synd. type II	0.69	0.25
*Col11a2*	DFNB53	2.64	3.3
*Col2a1*	Stickler Synd.	0.28	0.68
*Col4a3*	Alport Synd.	0	0.01
*Col4a4*	Alport Synd.	0.11	0.05
*Col4a5*	X-linked Alport Synd.	0.84	1.52
*Col4a6*	DFNX6	0.01	0.07
*Col9a1*	Stickler Synd.	1.2	1.91
*Col9a2*	Stickler Synd.	4.15	6.87
*Crym*	DFNA40	0.12	0.15
*Dcdc2b*	DFNB66	1.28	0.48
*Dfna5*	DFNA5	0.62	0.27
*Dfnb59*	DFNB59	162.27	101.56
*Diablo*	DFNA64	20.62	21.74
*Diap1*	DFNA1	2.71	2.21
*Diap3*	AUNA1	0.56	0.08
*Dmxl2*	DFNA71	3.65	1.83
*Dspp*	DFNA39	0	0
*Edn3*	WS4B	0	0.02
*Ednrb*	WS4A	34.28	0.55
*Elmod3*	DFNB88	18.99	13.3
*Eps8*	DFNB102	6.09	9.91
*Eps8l2*	DFNB106	59.77	95.33
*Eral1*		13.91	14.2
*Espn*	DFNB36	38.37	48.63
*Esrp1*		3.82	3.11
*Esrrb*	DFNB35	0	0
*Eya1*		13.26	10.44
*Eya4*	DFNA10	7.24	12.32
*Fam65b*	DFNB104	5.47	4.61
*Foxi1*		0	0
*Gipc3*	DFNB95	11.8	9.09
*Gjb2*	DFNB1A	405.43	120.57
*Gjb3*	DFNA2B	0	0
*Gjb6*	DFNB1B	446.52	393.09
*Gpsm2*	DFNB82	83.17	56.65
*Grhl2*	DFNA28	2.62	2.09
*Grxcr1*	DFNB25	28.8	49.91
*Grxcr2*	DFNB101	200.98	284.33
*Hars2*	Perrault Synd.	14.31	11.57
*Hgf*	DFNB39	0	0.05
*Homer2*	DFNA68	26.7	42.9
*Hsd17b4*	Perrault Synd.	19.03	15.7
*Ildr1*	DFNB42	31.14	58.72
*Kars*	DFNB89	56.19	36.7
*Kcne1*	Jervell and Lange-Nielsen Synd.	0.04	1.01
*Kcnj10*		18.78	28.56
*Kcnq1*	Jervell and Lange-Nielsen Synd.	0.96	0.76
*Kcnq4*	DFNA2A	3.61	40.14
*Kitl*	WS2	4.52	0.31
*Lars2*		19.45	13.16
*Lhfpl5*	DFNB66/67	741.86	1019.7
*Loxhd1*	DFNB77	8.09	14.62
*Marveld2*	DFNB49	34.59	21.2
*Mcm2*	DFNA70	1.15	1.14
*Met*	DFNB97	0.4	0.52
*mir96*	DFNA50	0	0
*Mitf*	WS2	0.18	0.3
*Msrb3*	DFNB74	63.23	81.72
*Mt-rnr1*		402.58	498.24
*Mt-te*		4.38	2.95
*Mt-tk*		0	0
*Mt-tl1*		0.3	0.4
*Mt-ts1*		0	0.24
*Myh14*	DFNA4	2.76	2.69
*Myh9*	DFNA17	0.46	0.47
*Myo1a*	DFNA48	0.03	0.05
*Myo3a*	DFNB30	9.2	1.51
*Myo6*	DFNB37	103	100.7
*Myo7a*	DFNB2	22.01	15.47
*Myo15*	DFNB3	9.13	28.27
*Nars2*	DFNB94	5.94	6.3
*Ndp*	Norrie Disease	1.64	0.55
*Nlrp3*	DFNA34	0	0
*Osbpl2*	DFNA67	21.77	21.28
*Otoa*	DFNB22	8.37	3.58
*Otof*	DFNB9	210.17	13.79
*Otog*	DFNB18B	19.07	45.92
*Otogl*	DFNB84	4.79	7.24
*P2rx2*	DFNA41	102.08	289.54
*Pax3*	WS1,2	0	0
*Pcdh15*	DFNB23	0.73	1.4
*Pdzd7*		1	6.27
*Pnpt1*	DFNB70	3.44	6.35
*Pou3f4*	DFNX2 (DFN3)	0.42	0.52
*Pou4f3*	DFNA15	110.96	86.69
*Prps1*	DFNX1 (DFN2)	12.58	12.39
*Ptprq*	DFNB84	18.51	7.51
*Rdx*	DFNB24	26.91	33.85
*Ror1*		0.38	0.03
*S1pr2*	DFNB68	12.06	17.22
*Sema3e*	CHARGE Synd.	0.05	0.2
*Serpinb6a*	DFNB91	38.55	36.37
*Six1*	DFNA23	30.95	39.19
*Six5*		2.06	1.76
*Slc17a8*	DFNA25	50.17	2.81
*Slc22a4*	DFNB60	0	0.13
*Slc26a4*	DFNB4	2.04	10.9
*Slc26a5*	DFNB61	9.51	548.95
*Slitrk6*		43.09	33.92
*Smpx*	DFNX4 (DFN6)	253.76	231.97
*Snai2*		0	0.3
*Sox10*	WS2	26.68	13.4
*Strc*	DFNB16	1.79	42.47
*Syne4*	DFNB76	151.04	280.92
*Tbc1d24*	DFNB86	0.11	0.52
*Tcof1*	Treacher-Collins-Franceschetti Synd.	2.45	7.88
*Tecta*	DFNB21	0.63	0
*Tjp2*	DFNA51	14.16	22.41
*Tmc1*	DFNB7/11	72.94	138.09
*Tmem132e*	DFNB99	0	0
*Tmie*	DFNB6	11.46	46.5
*Tmprss3*	DFNB8/ 10	499.87	417.15
*Tnc*	DFNA56	0	0.26
*Tomt*	DFNB63	76.5	54.46
*Tprn*	DFNB79	2.16	3.05
*Triobp*	DFNB28	26.11	59.16
*Tspear*	DFNB98	0.13	0.05
*Ush1c*	DFNB18	106.76	93.33
*Ush1g*	USH1G	2.85	5.53
*Ush2a*	USH2A	0	0.01
*Wbp2*		212.73	143.01
*Wfs1*	DFNA6/14/38	9.4	9.39
*Whrn*	DFNB31	18.89	0.98

How the deposited data were processed for this re-analysis (not part of the article)

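RNA-seq was measured in 2 libraries of IHCs and 3 of OHCs from cochleae of CBA/J mice, each from about 1000 cells, and every library was sequenced in 2 lanes, which the paper calls technical repeats. The RPKM values (reads per kilobase of exon per 1 M mapped reads) were made by the authors before deposit, as the methods of the paper and the sample labels state: reads of 100 bases from both ends were mapped to GRCm38 with CLC Genomics Workbench, whose version is not given, gene levels were derived with HTSeq count, a Phred score of at least 30 was required, and Ensembl gene names were used. The table holds 48440 genes and 10 columns, 1 per lane, and it was used as deposited, in RPKM. Columns sum to 364052 to 399131, as RPKM need not sum to 1 M. Gene positions, exon lengths and gene types came from the GENCODE M21 annotation of GRCm38, which lacks 382 of the gene identifiers. No sequence reads, liver, microarray, neonatal or RT qPCR values were used.

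Lanes of a library were averaged, so that the library is the unit of replication (2 against 3). Genes with at least 0.1 RPKM in at least 2 libraries were kept, which left 16462. Levels were analysed as log2(RPKM + 0.1) in R 4.3.3 with limma 3.58.1, with the variance trend and without the robust prior, and 3 residual degrees of freedom. The contrast was IHC minus OHC, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. No difference between mice, sexes, days or sequencing runs could be modelled, because the labels do not give them. The 26 gene lists were tested with camera at its preset correlation of 0.01, with an estimated correlation and with fry, all from limma and adjusted over the 26 lists, and members were counted both over all genes and adjusted over the list alone. No set test was run on the genes of Fig. 4, Table 3, Table 4 or RT qPCR. Correlations, principal components, random lists and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

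Reads were recovered by multiplying each RPKM value by the exon length and the number of reads of the lane. Where the annotation length gave no whole number, lengths up to 120000 bases were searched until all lanes gave whole reads within 1e-05 reads, and no detected gene was left without one. The recovered reads served for the floor of 3 reads per library, for the comparison of lanes (genes with at least 20 reads in the lanes of a library), for chi-square values and for the voom alternative, and not for the fit itself. For shared sequence, 1 in 8 of the sequence words of 31 bases in the exons of a gene was looked up in those of all other genes. The fit was tested on simulated data with 2 against 3 libraries and a dispersion of 0.001: of 16123 genes, it recovered 71.6% of the genes changed 1.5-fold, 79.1% of those changed 2-fold and 95.5% of those changed 4-fold, and called 12 of 15923 unchanged genes, and 0 of 16104 when none was changed. This dispersion was the lowest that the setting allowed. Only 200 genes were changed, none of them weak, and differences between lanes were not simulated. The shares therefore hold for that setting and not for the deposited data.

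Genes are named by a rule: (1) genes that the text of the paper names, (2) the RT qPCR genes with Nono and Ppia, (3) the 12 largest log2 differences in each direction among genes past the test with a mean of at least 5 RPKM in the higher cell type and libraries that do not overlap, without pseudogenes and predicted genes, (4) of each list up to 4 members past the test with the largest difference and the member of highest mean, and (5) of Tables 3 and 4 and Fig. 4 up to 6 members in each direction, members against the direction of their panel and members not detected. Values printed in the tables of the paper count as seen. Hba-a1 stands outside this rule and was chosen after its values were seen, and the reads of Art1 were likewise chosen after they were seen. The alternatives tried were a pseudocount of 0.01 or 1, no filter or a filter of at least 1 RPKM, median-of-ratios scaling, quantile normalization, each lane alone, all 10 lanes with duplicateCorrelation, limma without the trend or with a robust prior, the replicate number as a block, the ratio of means without a pseudocount, leaving out each library in turn, other scales and gene sets for the correlations, other scales for the principal components and other thresholds of detection. Added later were the 7 lanes processed alike, the other 3 lanes, the genes left without those whose lanes differ, and voom on the reads of the 7 lanes.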

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

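Of the tests in this part, limma, the counts of the single gene lists and the rule for outlying lanes were chosen before the data were examined, the comparison with random lists after the counts of the lists but before its own result was seen, and the pooling of 5 lists and all other tests only after the result was seen.

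Of the 24 genes with the largest differences under the naming rule, 16 stand in none of the tables, panels or RT qPCR lists of the paper. Higher in IHCs were Nrgn 29.3 RPKM against 0.202, Prdm12 19.3 RPKM against 0.119, Tctex1d1 93.7 RPKM against 1.12, Dleu7 5.72 RPKM against 0, Myl4 59.4 RPKM against 0.986, Ccne1 21.5 RPKM against 0.309, Ip6k3 5.2 RPKM against 0, Rps6ka2 138 RPKM against 2.57 and Aldh1b1 5.19 RPKM against 0.00630 in OHCs. Higher in OHCs were Pmch 34.2 RPKM against 0.0629, Ngp 22.3 RPKM against 0.0368, S100a8 27.5 RPKM against 0.135, Wfdc1 11.6 RPKM against 0, Kcnj13 207 RPKM against 1.72, Myoz1 8.35 RPKM against 0 and Hs3st3b1 21.5 RPKM against 0.182 in IHCs. The adjusted p in limma was at most 9.24e-06; the rule that names these genes takes only genes past the test whose libraries do not overlap between the cell types. Shared sequence words reached 10% in Tctex1d1 47.3%, Rps6ka2 22.2%, Pmch 48.8% and Kcnj13 42.3%.

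In 66 groups of lanes of 1 cell type, 5 held a lane far from the others, where chance gives about 1 in 20. The second lane of OHC replicate 1 had 15279 genes of at least 0.1 RPKM, against 15494 to 15551 in the other 5 OHC lanes. On the first principal component it scored -41.1, against -66.1 to -65.0. It had 616 RPKM of Chrna10 (others 442 to 467) and 246 of Ppia (others 126 to 133). Between the first and second lane of this library, Chrna10 went from 13451 to 18630 reads and Art1 from 6449 to 1432. Their sum was 19900 and 20062, so that the rise of Chrna10 was matched by a fall of Art1. Art1 also fell in IHC replicates 1 (133 to 18 reads) and 2 (97 to 24). The second lane of IHC replicate 2 had 98.4 RPKM of Hdac3, against 102.5 to 102.7 in the other 3 IHC lanes.

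Markers of fibrocytes, stria vascularis, leukocytes, vessels and erythrocytes were mostly higher in the OHC libraries. For a tendency of weak genes in general, 10000 random lists matched on mean expression were drawn. Of these lists, 100% held fewer genes higher in OHCs than the 43 found (median 20, middle 95% from 14 to 28). Genes of like expression were thus less often higher in OHCs. The 5 lists were pooled after their counts were seen, which favours a high count, so that the comparison does not exclude such a tendency. Of 18 spiral ganglion markers, which are not in this pool, 8 were higher in IHCs and 6 higher in OHCs. Whether the OHC libraries held a lower share of hair cells cannot be told from general supporting cell markers. Of these 21 markers, 10 were higher in IHCs and 10 higher in OHCs. Libraries of both cell types may hold supporting cells, and RNA from outside the epithelium would lower that share without raising their markers. RNA of cells outside the epithelium may have entered the OHC libraries (72.9% of the 59 markers, among the most abundant Hba-a1 with 246 RPKM in OHC and 53.9 in IHC lanes processed alike), and it cannot be told apart from expression by the OHCs, which was not tested, because the OHC libraries would hold both. Of leukocyte markers 7 of 14 were higher in OHCs, and of the 59 markers 24 reached 1 RPKM in IHC and 33 in OHC libraries, 4 stand in another list and 7 in Tables 3 and 4 or Fig. 4. The paper describes a wash of the chamber, solitary cells picked by eye with 1 pipette per cell type, and IHCs and OHCs collected from each mouse, which would leave out attached cells, lessen RNA in the medium and expose both cell types to it, without excluding it.

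The lanes of IHC replicates 1 and 2 and OHC replicate 1 differed in genes that share sequence with other genes or overlap them, and those of OHC replicates 2 and 3 did not. Counting error alone is excluded, since the chi-square per degree of freedom between the lanes was 12.9 to 13.8 in the first 3 libraries and 0.993 to 1.01 in the others. Over sums of genes that share sequence, the median absolute log2 ratio of the second to the first lane was 0.0247, against 2.24 for a gene alone, and 262 of 279 sums differed by under 0.1. The value for a gene alone covers only genes called different, and a sum is ruled by its strongest member. Part of this drop therefore follows from the choice of genes. A candidate explanation is that reads of genes sharing sequence were assigned in another way in 3 of the 10 lanes. What led to this was not tested, and no biological explanation was tested, since both lanes hold the same cDNA.

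The replicates of a cell type differed by little more than counting error in weak genes and by more in strong ones. Between lanes processed alike of different replicates, the chi-square per degree of freedom was 1.35 to 1.95 over 10 pairs, each above the values between lanes processed alike of 1 library (0.993 and 1.01, in OHC replicates 2 and 3 only), which argues against 1 library deposited more than once. Libraries drawn from 1 pool of cells or RNA cannot be told apart from separate groups of mice that differ little, because for genes of 10 to 20 reads the value was 1.27 in IHCs and 1.18 in OHCs, and a spread this near to counting error decides neither; for genes of at least 1000 reads it was 2.08 and 2.20, which separate preparation of libraries could also give. The paper describes 30 mice for these libraries and calls the replicates biological, without saying which mice went into which. No biological explanation was tested.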

How the results depend on the processing

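The settings with the 7 lanes processed alike, the other 3 lanes, the genes whose lanes differ left out and voom were chosen only after the result was seen, and the other settings were planned. Genes higher in IHCs numbered 4337 to 5844 over all settings, and genes higher in OHCs 3991 to 6232 in all but the other 3 lanes (3203); without 1 library they were 4337 to 5753 and 4632 to 5651. Slc7a14 stayed at 3.79 to 4.9 and Dnm3 at -4.88 to -3.47 on the log2 scale, past the threshold, and all 26 RT qPCR genes kept the direction of their group in every setting. Members of Fig. 4 in the direction of their panel numbered 121 to 126 and 127 to 128, and detected genes 64 to 80 in Table 3 and 104 to 134 in Table 4. Slc7a14, Dnm3, Nono and Ppia were counted apart from the other named genes. Of the values of these others under a setting, 3237 kept direction and side of the threshold, 7 were no longer past it, 3 were newly past it and 9 changed sign. Nono was no longer past it in 5 settings, and Ppia changed sign in 4 and was newly past it, with its sign kept, in 1. No scaling moved the median of all genes by more than 0.1 on the log2 scale. Voom, which scales by the reads in the tested genes, moved it by -0.0992, and its log2 differences include this shift. Unless said otherwise, the cause of the changes below was not tested.

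Genes higher by at least 2-fold in IHCs and OHCs numbered 858 and 886 with a pseudocount of 1, which shrinks differences of weak genes, and 1166 and 1369 with a filter of at least 1 RPKM, which tests fewer genes. With the other 3 lanes, which leave 1 OHC library assumed to vary like the others, 1488 were higher in OHCs. Coefficients moved with the scale and the lanes: lane 1 alone IHC replicates 0.9898, lane 2 alone OHC replicates 0.9786 and IHC replicates 0.9899, the 7 lanes processed alike IHC replicates 0.9898, the genes whose lanes differ left out IHC lanes 0.9889, linear RPKM of all genes OHC replicates 0.9984, IHC replicates 0.9998, OHC lanes 0.9982 and IHC lanes 0.9950, Spearman's rho OHC replicates 0.9921, IHC replicates 0.9950 and IHC lanes 0.9779, log2(RPKM + 0.1) of all genes OHC replicates 0.9949, IHC replicates 0.9964 and IHC lanes 0.9836 and log10 of at least 1 RPKM OHC replicates 0.9937, IHC replicates 0.9973 and IHC lanes 0.9832. Leaving out 1 library gave 0.9882 to 0.9922 between OHC replicates, the latter without OHC replicate 1. The first component held 74.8% with a pseudocount of 1, 98.2% with linear RPKM and 87.7% with 5 libraries. Nono was not past the threshold with quantile normalization (log2 difference 0.037), the replicate block (1 residual degree of freedom) (log2 difference 0.17), the other 3 lanes (log2 difference 0.17) and voom on the 7 lanes (log2 difference 0.077), and without IHC replicate 1 (0.13, adjusted p = 0.0602; 0.13 to 0.22 without 1 library). Ppia changed sign with lane 1 alone (-0.055), the 7 lanes processed alike (-0.061), the other 3 lanes (-0.051) and voom on the 7 lanes (-0.16, adjusted p = 9.17e-05), each of which uses lanes of 1 kind, and lay at 0.21 to 0.49 without 1 library, past the threshold without OHC replicate 1 (0.49, adjusted p = 1.50e-04). Over all settings the adjusted p lay between 8.20e-04 and 0.412 for the Nono log2 difference and between 9.17e-05 and 0.512 for the Ppia log2 difference.

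Atoh1 changed sign with lane 2 alone (0.085) and lay at -0.20 to 0.069 without 1 library, above 0 without IHC replicate 1 (0.069), OHC replicate 1 (0.036) and OHC replicate 2 (0.00445). Quantile normalization changed the sign of Atoh1 (0.15), Cib2 (-0.014), Cox8a (-0.14), Fmn1 (0.023) and Gpx4 (-0.0043). By camera 7 lists passed, 11 with a filter of at least 1 RPKM, 13 with all 10 lanes and duplicateCorrelation, and 7 to 11 without 1 library, the latter without IHC replicate 2. These calls are at the preset correlation, and with an estimated one, run for the main setting, no list passed (lowest adjusted p = 0.353). With all 10 lanes, a preranked form of camera on the t values of the fit took the place of camera. Changes in that setting can come from the test or from the lanes, which cannot be told apart. The lists that changed follow with their adjusted p. With a filter of at least 1 RPKM, newly past mitochondrial mRNAs 0.0299, immediate early 0.0266, interdental cells 0.00422 and leukocytes 0.0211. With quantile normalization, newly past mitochondrial mRNAs 0.00452, no longer past oxidative phosphorylation 0.810. With median-of-ratios scaling, newly past mitochondrial mRNAs 0.0455. With all 10 lanes and duplicateCorrelation, newly past ribbon synapse 0.0157, efferent synapse 1.15e-11, mitochondrial mRNAs 0.0331, immediate early 0.0320, inner row cells 1.08e-05, Deiters and pillar cells 9.48e-04, interdental cells 0.0232, spiral ganglion 0.00928 and leukocytes 0.0232, no longer past oxidative phosphorylation 0.0502, stria vascularis 0.0509 and erythrocytes 0.301, other direction endocytosis 0.423, calcium 0.403 and general supporting cells 0.744. With a pseudocount of 0.01, newly past antioxidant 0.0480. With lane 1 alone, newly past mitochondrial mRNAs 0.0218. With lane 2 alone, no longer past erythrocytes 0.0509. With the 7 lanes processed alike, newly past mitochondrial mRNAs 0.0322. With the other 3 lanes, newly past efferent synapse 0.0209, mitochondrial mRNAs 0.0281, immediate early 0.0209 and interdental cells 0.0209, no longer past oxidative phosphorylation 0.0556. With the genes whose lanes differ left out, no longer past erythrocytes 0.185. With voom on the 7 lanes, newly past mechanotransduction 0.0441, mitochondrial mRNAs 5.25e-05 and immediate early 0.0335. With limma without the trend, no longer past OHC motor 0.0698 and erythrocytes 0.0549. With no filter, newly past antioxidant 0.0308, other direction spiral ganglion 0.847. Without 1 library, OHC motor 0.0296 to 0.0516 (not past without OHC replicate 1 0.0516), mitochondrial mRNAs 0.0343 to 0.110 (past without IHC replicate 2 0.0343 and OHC replicate 1 0.0371), antioxidant 0.0389 to 0.0913 (past without IHC replicate 1 0.0389 and IHC replicate 2 0.0399), immediate early 0.0389 to 0.0980 (past without IHC replicate 1 0.0389 and IHC replicate 2 0.0399) and interdental cells 0.00817 to 0.0913 (past without IHC replicate 1 0.00910 and IHC replicate 2 0.00817). Leaving out an IHC library leaves 1, which is assumed to vary like the OHC libraries. Depth may limit the calls of genes near the floor of 3 reads per library, as in some members of the lists outside the epithelium, which was not tested.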

Differences from the paper's values

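The settings with the 7 lanes processed alike and with the genes whose lanes differ left out were chosen only after the result was seen.

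Each coefficient is given with the settings, all chosen before the data were examined, under which the difference was still found or not. A difference counts as found when it is larger than both the paper's SD and the SD between pairs or libraries here (for IHC replicates, a single pair, that of OHC replicates), the latter always taken from the main setting. Between OHC replicates the paper's coefficient is 0.994 ± 0.0003 (SD), against 0.9897, a difference not found with Spearman's rho, log2(RPKM + 0.1) of all genes, log10 of at least 1 RPKM and without OHC replicate 1 and still found with lane 1 alone, lane 2 alone, without OHC replicate 2 and without OHC replicate 3. With linear RPKM of all genes a difference was found in the other direction, with 0.9984 above the paper's value. Between OHC technical repeats the paper's coefficient is 0.999 ± 0.0045 (SD), against 0.9854, a difference not found with linear RPKM of all genes and log10 of at least 1 RPKM and still found with Spearman's rho and log2(RPKM + 0.1) of all genes. Between IHC replicates the paper's coefficient is 0.9984 ± 0.0003 (SD), against 0.9927, a difference not found with linear RPKM of all genes, log2(RPKM + 0.1) of all genes and log10 of at least 1 RPKM and still found with Spearman's rho, lane 1 alone and lane 2 alone. Between IHC technical repeats the paper's coefficient is 0.994 ± 0.0045 (SD), against 0.9743, a difference not found with linear RPKM of all genes and still found with Spearman's rho, log2(RPKM + 0.1) of all genes and log10 of at least 1 RPKM. With the 7 lanes, run for replicates, and without the genes whose lanes differ, run for technical repeats, both chosen after seeing the values, the differences were still found. With the SD of each setting instead, where it has one, only IHC replicates would change, with a difference found with linear RPKM of all genes, where the value lies above the paper's, and log2(RPKM + 0.1) of all genes and not found with lane 2 alone. The paper does not state the scale of its coefficients.

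The paper reports approximately 100 M reads per sample, against a median of 21.0 M reads per library used as the divisor of the values. The paper's number is of reads generated and the divisor of reads mapped, so that they are unlike quantities. The divisor would stand for 2 times as many reads if read pairs were counted as 1, which the values do not tell, and this too would be under the paper's number. No alternative bears on it.

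Of 168 values of Table 3 that were compared, 86 equal those of the deposited table within 0.011 RPKM and 71 differ, which means by more than the SD between libraries and by more than 1.5 times with at least 0.1 RPKM on one side, and the others differ by less. The paper's values are given first and the deposited means in parentheses. In IHCs and OHCs they are Gpr98 0.0 and 0.0 (0.465 and 0.441), Myo3a 0.63 and 0.66 (9.20 and 1.51), Myo6 3.77 and 4.55 (103 and 101), Naca 3.49 and 2.46 (20.8 and 14.4), Nhlh1 5119.84 and 287.3 (0 and 0), Otof 2250.57 and 949.8 (210.2 and 13.8), Pacsin1 0.54 and 0.11 (15.1 and 18.3), Pcdh15 3.51 and 6.83 (0.731 and 1.40), Pcp4 0.44 and 0.77 (4338 and 6045), Pou4f3 0.0 and 0.0 (111 and 86.7), Ptgir 10.86 and 481.35 (0 and 0), Ptprq 28.34 and 325.34 (18.5 and 7.51), Pvalb 65.44 and 89.86 (451 and 156), Rab11fip1 9.59 and 9.55 (4.91 and 4.99), Rab15 0.33 and 0.0 (89.3 and 83.4), Rassf4 59.77 and 95.33 (0.754 and 2.11), Rbm24 0.0 and 0.01 (91.2 and 139.9), Rfx3 222.32 and 246.68 (0.495 and 1.61), Scn11a 53.41 and 88.58 (0 and 0.0157), Sema5b 0.0 and 3.43 (5.73 and 0.224), Slc17a8 28.8 and 49.91 (50.2 and 2.81), Slc26a5 200.98 and 284.33 (9.51 and 549), Slc6a11 10.4 and 30.47 (0 and 0), Smpx 1.76 and 4.0 (254 and 232), Sstr2 3.61 and 40.14 (0 and 0.336), Stard10 0.01 and 0.01 (163 and 92.7), Strc 0.6 and 15.94 (1.79 and 42.5), Strip2 741.86 and 1019.74 (5.87 and 115), Thsd7b 9.58 and 20.79 (1.51 and 0.619), Tmc2 6.77 and 10.1 (0 and 0.0434), Tomt 8.09 and 14.62 (76.5 and 54.5) and Ttc21a 130.95 and 179.07 (0.0778 and 0.151). Past this limit in IHCs only are Pvrl1 0.63 (0.178), Tmie 3.13 (11.5) and Ush1g 2.61 (4.93), and in OHCs only Myo7a 8.37 (15.5), Rasd2 0.0 (1.76), Tmc1 31.07 (138) and Umodl1 0.39 (10.9). All of these differences were still found with lane 1 alone, lane 2 alone and without each library in turn. Up to the gene above Myo3a, 42 of 44 genes carry the deposited values, and from Myo3a on 37 of 42 carry the values that the table prints 43 lines above, the first being those of Atoh1.

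In Table 4, 271 of 280 values compared are equal within 0.011 RPKM and 3 differ: the paper's 2.71 for Diap1 in IHCs, against 1.31, and its 2.85 and 5.53 for Ush1g in IHCs and OHCs, against 4.93 and 8.49. They were still found with lane 1 alone, lane 2 alone and without each library in turn, except that Ush1g in OHCs was within the limit without OHC replicate 2. The paper gives 125 deafness genes beside Table 4 and 143 in its background, and the table lists 143. It counts 128 as expressed without naming a threshold, and 128 is also the number detected here at 0.1 RPKM.

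The paper states that no gene of Fig. 4 goes against the direction of its panel. Of the genes read from the figure 125 of 130 lay in the direction of Fig. 4a and 128 of 129 in that of Fig. 4b, and opposite were Fmn1, Parp8, Rc3h1, Ptprk and Taf1d in the first and Cacnb2 in the second. With quantile normalization Fmn1 lay in the direction of its panel. The paper states that Nono and Ppia did not differ between the cell types. Nono differed by 0.17 on the log2 scale at an adjusted p of 0.00907, but it did not pass the test with quantile normalization, with the replicate block or without IHC replicate 1, nor, in settings chosen after seeing the values, with the other 3 lanes or with voom. Ppia did not pass the test (adjusted p = 0.172), but it did without OHC replicate 1 (log2 difference 0.49) and, in the opposite direction, with voom (-0.16). With voom the median of all genes moved too, by -0.0992.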

Other observations

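The values in the 7 lanes processed alike were chosen only after the result was seen.

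Several genes of the hair bundle, metabolism and supporting cells, named by the rule, were not described above. Myo1h, a class I myosin, had 0.336 ± 0.147 RPKM (SD, n = 2) in IHC and 3.69 ± 0.123 (SD, n = 3) in OHC libraries (log2 difference -3.16, adjusted p = 6.72e-05 from limma). Cib2, a calcium-binding protein of the transduction complex, the strongest gene of its list and one of the deafness genes of Table 4, had 1102 ± 18.2 and 973 ± 26.5 RPKM (adjusted p = 0.00418), a call that ended, with a change of sign, under quantile normalization (adjusted p = 0.770). The same holds for Gpx4, a glutathione peroxidase (395 ± 3.21 and 351 ± 11.0 RPKM, adjusted p = 0.00549, and 0.887 under quantile normalization), whose call also ended with only the other 3 lanes, chosen after seeing the values. Cox8a, a cytochrome c oxidase subunit (974 ± 40.7 and 905 ± 42.3 RPKM), did not pass the test (adjusted p = 0.102), but it did, toward OHCs, under quantile normalization (log2 difference -0.14, adjusted p = 0.0369) and, toward IHCs, with all 10 lanes and duplicateCorrelation and without OHC replicate 1. mt-Atp8, which overlaps mt-Atp6, had 1558 ± 184 and 2074 ± 142 RPKM (adjusted p = 0.00738). Epyc, a proteoglycan of supporting cells, had 455 ± 2.79 and 603 ± 21.5 RPKM (adjusted p = 2.09e-04), and Fam19a3, a secreted protein, 0.0305 ± 0.0277 and 1.45 ± 0.216 (adjusted p = 4.10e-05). Rpl24, whose lanes differ, had 29.4 against 19.2 RPKM in the 7 lanes processed alike (log2 difference 0.62, adjusted p = 0.00249). Over all lanes the Rpl24 log2 difference was 1.15 (adjusted p = 0.0180), and it was not past the test without IHC replicate 1 (1.17), IHC replicate 2 (1.12) or OHC replicate 2 (1.05). Epyc shares 41.0% and Myo1h 25.3% of the sequence words with other genes.

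Among markers of nerve and glia, Nefl, the light neurofilament chain, whose lanes differ, was 5.38-fold (log2 difference 2.25 in the 7 lanes) and Sox10, a transcription factor of glia, 1.99-fold higher in IHC libraries, and Pmp22, a myelin protein, 2.24-fold and Mal, a protein of myelin and epithelia, 1.23-fold higher in OHC libraries. Among markers of cells outside the epithelium, Bglap2, a bone protein that shares 93.0% of its sequence words, had 0.755 ± 0.258 and 4.98 ± 1.37 RPKM in IHC and OHC libraries, Slc4a10, a bicarbonate transporter, 0.0951 ± 0.00594 and 0.856 ± 0.120, Tbx18, a transcription factor of fibrocytes that shares 20.6%, 0.0650 ± 0.0111 and 0.650 ± 0.0454, Pmel, a melanosome protein, 0.189 ± 0.0586 and 1.44 ± 0.143, Cldn11, a claudin of the stria, 0.0372 ± 0.0155 and 1.32 ± 0.191, and Cd52, a leukocyte surface protein, 0.0602 ± 0.0318 and 0.770 ± 0.138. Hbb-bt, a beta-globin whose lanes differ, had 80.4 against 316 RPKM in the 7 lanes processed alike (log2 difference -1.97, adjusted p = 4.50e-07). Markers with 0 reads in IHC libraries included Pecam1, of endothelial cells (0.156 ± 0.0373 RPKM in OHC libraries), Acta2, the actin of smooth muscle (0.158 ± 0.0485), Prox1, of supporting cells (0.272 ± 0.0747), and Cox6a2, a muscle isoform (0.316 ± 0.149). Pdgfrb, of pericytes, had 2 reads in IHC and 245 in OHC libraries, and Hmox1, haem oxygenase, 3 and 81. The largest adjusted p of the genes in this paragraph was 0.00413, for Cox6a2, in limma. The call of Cd52 ended with lane 2 alone (adjusted p = 0.146) and that of Cox6a2 with lane 1 alone (adjusted p = 0.115).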
